# The skeletal muscle circadian clock regulates titin splicing through RBM20

**DOI:** 10.7554/eLife.76478

**Published:** 2022-09-01

**Authors:** Lance A Riley, Xiping Zhang, Collin M Douglas, Joseph M Mijares, David W Hammers, Christopher A Wolff, Neil B Wood, Hailey R Olafson, Ping Du, Siegfried Labeit, Michael J Previs, Eric T Wang, Karyn A Esser

**Keywords:** skeletal muscle, circadian clocks, titin, Mouse

## Abstract

Circadian rhythms are maintained by a cell-autonomous, transcriptional–translational feedback loop known as the molecular clock. While previous research suggests a role of the molecular clock in regulating skeletal muscle structure and function, no mechanisms have connected the molecular clock to sarcomere filaments. Utilizing inducible, skeletal muscle specific, *Bmal1* knockout (iMS*Bmal1*^-/-^) mice, we showed that knocking out skeletal muscle clock function alters titin isoform expression using RNAseq, liquid chromatography–mass spectrometry, and sodium dodecyl sulfate-vertical agarose gel electrophoresis. This alteration in titin’s spring length resulted in sarcomere length heterogeneity. We demonstrate the direct link between altered titin splicing and sarcomere length in vitro using U7 snRNPs that truncate the region of titin altered in iMS*Bmal1*^-/-^ muscle. We identified a mechanism whereby the skeletal muscle clock regulates titin isoform expression through transcriptional regulation of *Rbm20*, a potent splicing regulator of titin. Lastly, we used an environmental model of circadian rhythm disruption and identified significant downregulation of *Rbm20* expression. Our findings demonstrate the importance of the skeletal muscle circadian clock in maintaining titin isoform through regulation of RBM20 expression. Because circadian rhythm disruption is a feature of many chronic diseases, our results highlight a novel pathway that could be targeted to maintain skeletal muscle structure and function in a range of pathologies.

## Introduction

Circadian rhythms are intrinsically directed patterns seen in behavior and biology with an ~24 hr periodicity (Bass and Takahashi, 2010). Underlying circadian rhythms is a transcriptional–translational feedback loop referred to as the molecular clock. The molecular clock exists in virtually every cell in the body and functions to support homeostasis through regulating a daily pattern of gene expression (Merrow et al., 2005; Yoo et al., 2004).

BMAL1 is a PAS/basic helix–loop–helix (bHLH) transcription factor that acts as the only nonredundant component of the core clock mechanism (Bunger et al., 2000; Hogenesch et al., 1998). Beyond its role in cellular time keeping, BMAL1 and its partner, CLOCK, have been described as transcriptional regulators of both rhythmic and nonrhythmic genes important for cell-type-specific functions (Bass and Takahashi, 2010; Bozek et al., 2009; Miller et al., 2007). The most well-studied aspect of these functions, particularly in the context of skeletal muscle, is the circadian clock regulation of carbohydrate and lipid metabolism (Reinke and Asher, 2019). Our lab has provided evidence suggesting a more expansive role for the skeletal muscle clock through maintenance of skeletal muscle structure and function (McCarthy et al., 2007; Andrews et al., 2010; Schroder et al., 2015).

The first evidence for this role came from microarray analyses showing expression of the myogenic regulatory factor *Myod1* as well as genes encoding contractile proteins are circadian in the hindlimb muscles of C57BL/6J mice (McCarthy et al., 2007). The molecular clock’s proposed role in maintaining muscle function was supported with whole-muscle and single-fiber mechanics data from the *Bmal1* knockout mice (Andrews et al., 2010). Additionally, electron microscopy studies demonstrated sarcomere irregularities consistent with the diminished force output findings. However, these experiments were performed in systemic *Bmal1* KO mice that exhibit significant behavioral abnormalities, thus, distinguishing the role of skeletal muscle molecular clock from activity patterns requires further study using more refined approaches and animal models.

Historically, sarcomeres have been studied as a two-filament system; however, a third filament comprised of the giant protein titin is now broadly recognized as having a critical role in both the structure and contractile function of sarcomeres (Freundt and Linke, 2019). Titin is the largest known protein and spans the length of the half-sarcomere, from Z-line to M-line, functioning as the structural backbone for the sarcomere and aiding in both active and passive force generation (Freundt and Linke, 2019; Brynnel et al., 2018; Mijailovich et al., 2019). The I-band region of titin connects the thick filament to the thin filament and acts as a viscoelastic spring. This region is primarily composed of immunoglobulin-like (Ig) repeats and the PEVK region. Titin undergoes a remarkable amount of splicing within this region with inclusion or exclusion of these repeats yielding longer or shorter titin proteins, respectively (Guo et al., 2010; Guo et al., 2012; Li et al., 2013). Maintenance of titin splicing, and thus the isoform composition, is needed to maintain muscle function.

This study utilized inducible, skeletal muscle-specific *Bmal1* (iMS*Bmal1*^-/-^) knockout mice to further examine the role of the skeletal muscle molecular clock in regulating titin splicing. Importantly, these mice display muscle weakness defined by ex vivo measures of maximum isometric tetanic force (i.e., specific force) (Schroder et al., 2015). We show that loss of *Bmal1* specifically in adult skeletal muscle alters splicing in titin’s spring region, resulting in sarcomere length disruption. Consistent with changes in splicing, we identify exon-specific protein changes in titin using a methodological approach for analyzing titin isoforms using liquid chromatography–mass spectrometry (LC-MS). Mechanistically, the skeletal muscle molecular clock regulates *Rbm20*, the gene encoding an RNA-binding protein known to regulate titin splicing. Overexpressing RBM20 in iMS*Bmal1*^-/-^ skeletal muscle is sufficient to restore titin isoform expression. Use of a chronic jet-lag model with wildtype mice confirms that circadian disruption is sufficient to change Rbm20 expression. Our findings establish the role of the skeletal muscle molecular clock in regulating Rbm20 expression and titin splicing and provide a mechanism by which circadian dysregulation might alter skeletal muscle physiology.

## Results

### Titin splicing is disrupted following *Bmal1* knockout in adult skeletal muscle

Since titin has been implicated in regulating sarcomere length and plays a prominent role in striated muscle force generation, we asked whether titin protein changes following *Bmal1* knockout in skeletal muscle. Using sodium dodecyl sulfate-vertical agarose gel electrophoresis (SDS-VAGE) to analyze gross size changes in titin protein of iMS*Bmal1*^-/-^ tibialis anterior (TA) muscle, we found a shift in titin isoform composition (p<0.01; Figure 1A and B) with no change in total titin expression. The shift in titin isoforms changes the predominant form from a short isoform to a mixture of both short and long titin proteins.

**Figure 1.**
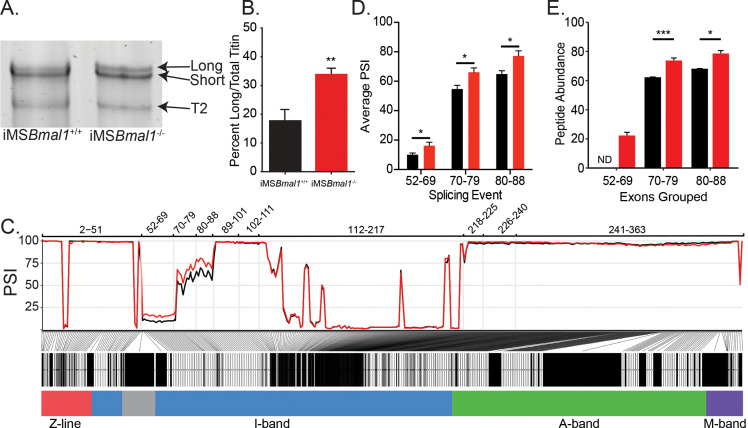
Skeletal muscle *Bmal1* knockout results in altered splicing of titin’s spring region. (**A**) Sodium dodecyl sulfate-vertical agarose gel electrophoresis (SDS-VAGE) was performed to measure titin protein isoform in iMS*Bmal1*^+/+^ and iMS*Bmal1*^-/-^ tibialis anterior muscles. (**B**) Quantification of titin isoforms in these muscles shows a significant shift in titin isoform from a predominantly short isoform to a mix of long and short isoforms in iMS*Bmal1*^-/-^ muscles but not iMS*Bmal1*^+/+^ muscles (N = 8/group). (**C**) Percent spliced in (PSI) and ∆PSI of titin exons expressed in iMS*Bmal1*^+/+^ and iMS*Bmal1*^-/-^ skeletal muscle. Exons within the proximal Ig domain were included more often in iMS*Bmal1*^-/-^ muscle compared to iMS*Bmal1*^+/+^ muscle (N = 3/group). (**D**) Average PSI across three splicing events in the proximal Ig domain of tibialis anterior muscle show increased exon inclusion in iMS*Bmal1*^-/-^ mice compared to iMS*Bmal1*^+/+^ controls (N=3/group). Each event is highlighted in Figure 2C. (**E**) Liquid chromatography–mass spectrometry (LC-MS)-quantified peptide abundance mapping onto exons identified using RNAseq confirms changes in titin splicing are translated to titin protein (N=3/group). §No peptides were detected that mapped to exons 52–69 in iMS*Bmal1*^+/+^ muscle. Data plotted as mean ± SEM. Statistical significance determined by Student's t-test. *p<0.05, **p<0.01, ***p<0.0001. Figure 1—source data 1.Sodium dodecyl sulfate-vertical agarose gel electrophoresis (SDS-VAGE) gels used for quantifying titin isoform ratios in iMS*Bmal1*^+/+^ and iMS*Bmal1*^-/-^ tibialis anterior (TA) muscle. Figure 1—source data 2.Titin peptide-level data used for quantifying domain-level changes to titin splicing.Data are provided for each individual and listed with the exon coding for the peptide.

Titin mRNA is well known to undergo significant number of splicing events to generate its many isoforms (Guo et al., 2010). 

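The RNA came from the tibialis anterior (TA) muscles of 3 iMS*Bmal1*-/- and 3 iMS*Bmal1*+/+ male mice. Both genotypes carry floxed *Bmal1* and a Cre recombinase that is active in skeletal muscle after tamoxifen. The iMS*Bmal1*-/- mice received 2 mg of tamoxifen per day for 5 days and the iMS*Bmal1*+/+ mice received vehicle, and muscles were taken 5 weeks later, so that genotype and tamoxifen cannot be separated in these libraries. Ribosomal RNA was depleted, stranded libraries were sequenced as read pairs, and the authors mapped the reads to mm10 with HISAT2 and counted them on genes with HTSeq. They deposited the raw counts of 52636 Ensembl genes and the same counts divided by 1 DESeq2 size factor per library, and no values per exon were used here. The iMS*Bmal1*+/+ libraries held 2091912, 1997203 and 2716079 counts on genes, with a median of 2091912. In the iMS*Bmal1*-/- libraries the totals were 2403438, 1616290 and 2068657, with a median of 2068657. The depth that the paper gives for each sample refers to sequenced reads, whereas all values here rest on the reads counted on genes. At these totals, a gene with 0 counts may have had up to 3 counts, which is between 1.10 and 1.86 CPM (counts scaled to the library's total) in the 6 libraries and covers counting error only. Within a genotype, the counts of any 2 libraries differed by more than sampling noise (chi-square per degree of freedom from 3.43 to 12.9), and each library was kept as its own replicate. Across libraries, 89.0% of the counts lay on genes whose exons face exons of another gene on the opposite strand, although such genes make up 16.7% of the annotated genes. The paper's text does not name the strand setting of the counting. A count given here is therefore the deposited count of a gene, and it is set beside the count of the gene that faces it where one is annotated. Genotypes were compared with edgeR's quasi-likelihood test on the raw counts of the 6831 genes that passed its filter on low counts, after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method. The biological coefficient of variation common to these genes was 14.8%.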

To gain insight into the changes in titin isoform following loss of *Bmal1* in adult skeletal muscle, we performed RNA sequencing to identify exon-specific changes in iMS*Bmal1*^-/-^ muscle (Guo et al., 2012; Schafer et al., 2015; Maatz et al., 2014). iMS*Bmal1*^-/-^ TA muscle showed increased percent sliced in (PSI) of exons 52–88 of the titin transcript compared to iMS*Bmal1*^+/+^ control samples (Figure 1C). These exons code for a portion of titin’s proximal Ig segment, one of titin’s extensible segments within its spring region. 

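On the mouse genome build GRCm38 (mm10), *Ttn* lies on the minus strand of chromosome 2, and the transcript from which the paper numbers its exons, Ttn-203 in GENCODE release 21, runs from 76703980 to 76982455. The paper's genomic exon numbers were 3 higher than the positions in this transcript for all 78 peptides on which the numbering was checked, each within a single exon. With that shift, exons 52–88 are 37 coding exons between 76884346 and 76902122, with 10416 bp of exonic sequence that encode 3472 residues. Each of the 37 exons is between 279 and 288 bp long, and the length of each is a multiple of 3, so that leaving out any of them keeps the reading frame. Exons 52–69 (18 exons, 5058 bp) extend from 76894624 to 76902122 and encode 1686 residues. Exons 70–79 (10 exons, 2823 bp) lie between 76888886 and 76894423. The 9 exons 80–88 cover 2535 bp between 76884346 and 76888087. Of the 24 other annotated *Ttn* transcripts, between 1 and 4 contain any given exon of this segment, and for exons 52–69 the number was at most 3.

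**Figure D1:**
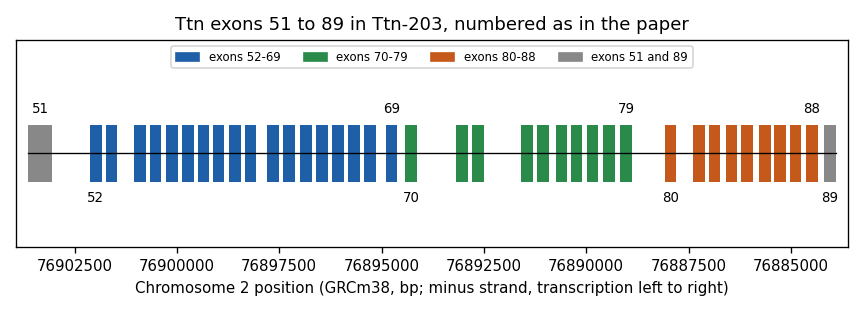
Map of *Ttn* exons 51 to 89 of transcript Ttn-203 along chromosome 2 (position in bp on GRCm38, minus strand, transcription from left to right), with boxes drawn to scale. Exons 52–69, 70–79 and 80–88 are coloured by group, and the flanking exons 51 and 89 are grey.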

Though the ∆PSI across this splicing event was stable, the variability in PSI across this event made statistical analysis difficult. To remedy this, we split this large splicing event into three, smaller splicing events (exons 52–69, 70–79, and 80–88) based on the similarity of PSI values within each sample (Figure 1C). In each of these smaller events, inclusion of exons was significantly greater in iMS*Bmal1*^-/-^ muscle compared to iMS*Bmal1*^+/+^ muscle (Figure 1D; p<0.05). Thus, *Bmal1* knockout in skeletal muscle altered splicing of titin’s I band localized spring region.

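In the RNA-seq libraries of the 3 iMS*Bmal1*-/- and 3 iMS*Bmal1*+/+ TA muscles, the gene tables give the total counts on *Ttn* (ENSMUSG00000051747), and the inclusion of single exons was not analysed here. *Ttn* had 6856, 8702 and 10041 counts in the iMS*Bmal1*+/+ libraries and 10626, 8108 and 11439 in the iMS*Bmal1*-/- libraries. Normalized by TMM, this was 3904 ± 547 CPM (SD, n = 3) in iMS*Bmal1*+/+ and 4978 ± 429 (SD, n = 3) in iMS*Bmal1*-/- muscle. The log2 fold change was 0.35 (standard error 0.12, adjusted p = 0.160 from edgeR's quasi-likelihood test), which was not past the threshold of 0.05. It ranged from 0.25 without iMS*Bmal1*+/+ replicate 1 to 0.46 without iMS*Bmal1*+/+ replicate 2, and its adjusted p ranged from 0.0857 to 0.481 across all alternatives. *Ttn* faces *Gm13938*, an antisense gene on the plus strand between 76722776 and 76786708, whose 5 exons overlap exons 255 to 327 of Ttn-203 and which ends 97637 bp from exon 88. *Gm13938* held more counts than *Ttn* in each library, with 85582, 89987 and 127767 in iMS*Bmal1*+/+ and 106217, 68591 and 87450 in iMS*Bmal1*-/- muscle. Its log2 fold change was -0.09 (standard error 0.11, adjusted p = 0.827 from the same test). If reads were counted on the strand opposite to their transcript, which stays open, the counts on *Ttn* do not measure its mRNA. The log2 fold change of 0.35 can then not be read as a change in titin mRNA. Neither value separates exons 52–88 from the rest of the transcript. For the exons, the paper compared PSI between the genotypes in 3 smaller events (Figure 1C and D), and from the greater inclusion in iMS*Bmal1*-/- muscle it concludes that *Bmal1* knockout altered splicing of titin's spring region.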

We next asked whether this difference in *Ttn* mRNA splicing resulted in detectable differences in titin protein. To date, no paper has provided side-by-side comparisons of RNA splicing and exon inclusion of titin protein. To address this gap in the field, we homogenized skeletal muscle from iMS*Bmal1*^+/+^ and iMS*Bmal1*^-/-^ mice using a previously published method for analyzing MYBPC isoforms (O’Leary et al., 2019). Proteins were digested with trypsin, and peptide abundances were quantified by label-free LC-MS analyses. A total of 1218 peptides corresponding to the Ensembl ENSMUST00000099981.10 titin transcript were identified in the LC-MS analysis of which 1009 met our minimum threshold for quantification and were used to calculate exon-specific peptide abundance. These peptides corresponded to 225 of the 363 known exons in the *Ttn* gene (Figure 1—source data 2). We then analyzed differential expression of peptides and identified that those representing exons 52–69 were not detected in iMS*Bmal1*^+/+^ muscle and only identified in the iMS*Bmal1*^-/-^ muscle samples. The abundance of peptides from the translation of exons 70–79 and 80–88 were 18 and 16% greater in the iMS*Bmal1*^-/-^ compared to the iMS*Bmal1*^+/+^ muscle samples, respectively (p<0.05; Figure 1E). Notably, the only other region that displayed significant differences at the protein level is encoded by exons 112–217. This region is lowly expressed in both iMS*Bmal1*^+/+^ and iMS*Bmal1*^-/-^ muscle, thus the difference in our measurement may be a result of low read numbers across this region in the RNAseq data. These results demonstrate that the difference in *Ttn* mRNA splicing encoding exons within the proximal Ig region in the iMS*Bmal1*^-/-^ muscle is translated to titin protein. Our findings from these experiments also provide a unique analytical reference for the titin research community.

### iMS*Bmal1*^-/-^ muscle displays irregular sarcomere lengths

We have previously reported that the global *Bmal1* knockout mouse displays sarcomere abnormalities in skeletal muscle (Andrews et al., 2010); however, these sarcomeric changes could be a result of a loss of skeletal muscle *Bmal1*, a loss of behavioral rhythms, and/or other systemic interactions. Since titin acts as a sarcomeric ruler and our observed titin splicing change is present in titin protein, we measured sarcomere length in iMS*Bmal1*^-/-^ skeletal muscle. To determine whether iMS*Bmal1*^-/-^ skeletal muscle presents with abnormal sarcomere morphology to accompany the weakness, we longitudinally cryosectioned TA muscles and measured sarcomere lengths as the distance between peak fluorescence following α-actinin immunostaining (Figure 2A). Using this approach, mean sarcomere length did not significantly change following skeletal muscle-specific loss of *Bmal1* (p=0.86; Figure 2B). However, sarcomere length homogeneity is a feature of healthy striated muscle, and we noted that sarcomere length was significantly more variable in iMS*Bmal1*^-/-^ muscle compared to iMS*Bmal1*^+/+^ muscle (*F* = 22.12, p<0.05; Figure 2B).

**Figure 2.**
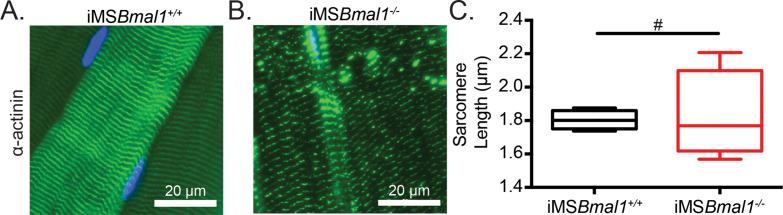
Sarcomere lengths are variable in iMS*Bmal1*^-/-^ muscle. Representative images from (**A**) iMS*Bmal1*^+/+^ and (**B**) iMS*Bmal1*^-/-^ tibialis anterior muscles. Muscles were longitudinally cryosectioned and stained with a primary antibody against α-actinin-2. (**C**) Sarcomere lengths are significantly more variable as based on an *F*-test in iMS*Bmal1*^-/-^ muscles compared to iMS*Bmal1*^+/+^ controls. N = 4/group. #Significant difference in variance (p<0.05).

### Titin isoform shift accounts for sarcomere length irregularity in iMS*Bmal1*^-/-^ muscle

After defining the region of titin mRNA that changed in iMS*Bmal1*^-/-^ muscle, we asked whether splicing in this region would be sufficient to account for the increased sarcomere length variability. To test this, we performed immunohistochemistry using epitope-specific antibodies against titin’s Z1Z2 and N2A domains because these epitopes flank the region with increased exon inclusion, the proximal Ig segment of titin. The positional difference between the two domains provides a proxy for proximal Ig domain length (Figure 3A). Representative images of iMS*Bmal1*^+/+^ and iMS*Bmal1*^-/-^ muscle can be seen in Figure 3B and C, respectively. The significant difference in sarcomere length variability persisted as compared through an *F*-test of group variance though the sarcomere lengths themselves were longer than in our previous measurements. iMS*Bmal1*^+/+^ muscle had sarcomere lengths of 2.12 ± 0.01 µm while iMS*Bmal1*^-/-^ muscle had sarcomere lengths of 2.28 ± 0.02 µm (*F* = 3.62, p<0.001; Figure 3D). Once we determined that sarcomere length variability was maintained, we asked whether proximal Ig domain length was significantly altered following *Bmal1* knockout in adult skeletal muscle. iMS*Bmal1*^-/-^ had significantly longer proximal Ig domain lengths (229.5 ± 1.357 nm) than the proximal Ig domain from iMS*Bmal1*^+/+^ samples (182.4 ± 1.388 nm; p<0.0001; Figure 3E). This difference in lengths accounts for the difference we see in sarcomere lengths in these samples. However, the variation around the mean for proximal Ig domain length was not significantly different (*F* = 1.338, p=0.12). These changes confirm that the proximal Ig domain length in adult skeletal muscle is correlated with a corresponding change in sarcomere length.

**Figure 3.**
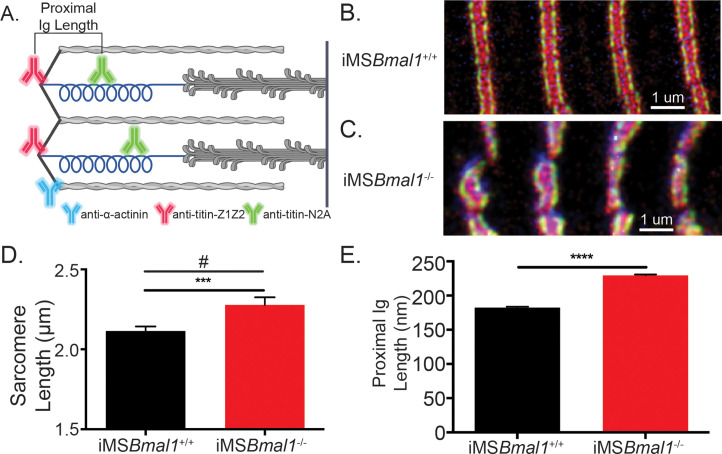
The change in titin’s spring length in iMS*Bmal1*^-/-^ muscle accounts for sarcomere length variability. (**A**) Proximal Ig length was determined as the positional difference between the Z1Z2 domain of titin and the N2A domain of titin. These antibodies flank the proximal Ig domain. Created with BioRender.com. Representative images of immunohistochemistry using titin-epitope-specific and α-actinin-2 antibodies for (**B**) iMS*Bmal1*^+/+^ and (**C**) iMS*Bmal1*^-/-^ skeletal muscle. Green: N2A titin; red: Z1Z2 titin; blue: α-actinin-2. (**D**) Sarcomere length variability is significantly lower in iMS*Bmal1*^+/+^ compared to iMS*Bmal1*^-/-^ skeletal muscle. (**E**) A significantly longer proximal Ig length is correlated with this change in sarcomere length variability. N = 250–350 sarcomeres/three biological replicates per group. Data plotted as mean ± SEM. Statistical significance determined by Student's t-test. ***p<0.001, ****p<0.0001. # Significant difference in variance determined by *F*-test (p<0.05).

### Changes in titin I-band splicing are directly linked to changes in sarcomere length

While the changes to sarcomere length of iMS*Bmal1*^-/-^ TA muscle are associated with titin splicing and length, this model does not causally link titin splicing within the proximal Ig region to sarcomeric structure. Thus, we thought it necessary to manipulate titin splicing without the influence of the clock. To directly test whether the region of titin that is altered in iMS*Bmal1*^-/-^ muscle could contribute to changes in sarcomere length independent of clock changes, we used U7 snRNPs to direct titin splicing from the 5′ splice site of titin exon 51 to the 3′ splice site of titin exon 89, resulting in shorter titin protein using an in vitro C2C12 myotube model. To visualize sarcomere length, we used a stable cell line in which α-actinin is labeled with GFP (eGFP-ACTN2-C2C12). These labeled myocytes were transfected with the titin-specific U7 snRNPs and plated on micropatterned gelatin hydrogels to support maturation of the myotube culture and sarcomere formation and alignment (Denes et al., 2019; Bettadapur et al., 2016). At day 10 of differentiation, eGFP-ACTN2-C2C12 myotubes were fixed then stained with a titin N2A epitope-specific antibody similarly to the tissue samples from iMS*Bmal1*^-/-^ muscle (Figure 4A). Representative images of control eGFP-ACTN2-C2C12 myotubes and *Ttn*-U7 transfected eGFP-ACTN2-C2C12 myotubes can be seen in Figure 4B and C, respectively. While control myotubes had an average sarcomere length of 2.756 ± 0.0495 µm, *Ttn*-U7 transfected myotubes had significantly shorter sarcomeres with an average sarcomere length of 2.387 ± 0.0347 µm (p<0.0001, n = 100–200 sarcomeres/two biological replicates; Figure 4D). Because ACTN2 is a key component of the Z-line, the distance between the N2A-epitope and eGFP-ACTN2 was used to calculate proximal Ig length in this experiment. Proximal Ig domain lengths were also significantly different. *Ttn*-U7 transfected myotubes had a proximal Ig length of 285.1 ± 3.131 nm compared to 448.0 ± 3.368 nm of control myotubes (p<0.0001; Figure 4E). These results confirm that altering the length of titin’s proximal Ig domain causes a change in sarcomere length in skeletal muscle myotubes.

**Figure 4.**
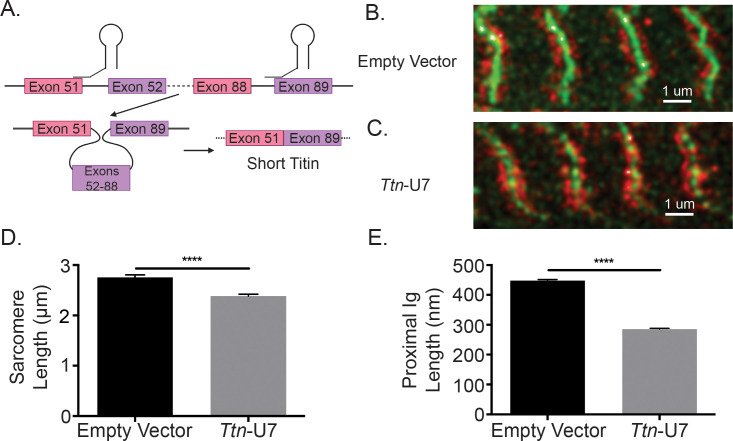
Directly shortening titin’s proximal Ig domain length results in shorter sarcomeres in vitro. (**A**) U7 snRNPs were designed to induce splicing or the proximal Ig domain with dysregulated splicing in iMS*Bmal1*^-/-^ muscle. Created with BioRender.com. Representative images of immunocytochemistry using a titin-epitope-specific antibody and stably expressing eGFP-ACTN2 C2C12 myotubes that were transfected with an (**B**) empty vector control or (**C**) *Ttn*-U7 splicing factors. Green: α-actinin-2; red: N2A titin. (**D**) Sarcomere lengths were significantly shorter in myotubes transfected *Ttn*-U7 vectors compared to empty vector controls. (**E**) *Ttn*-U7 vector transfection resulted in significantly shorter proximal Ig domain lengths in eGFP-ACTN2-C2C12 myotubes. N = 100-200 sarcomeres/two biological replicates per group. Data plotted as mean ± SEM. Statistical significance determined by Student's t-test. ****p<0.0001.

### Rbm20 is targeted by the skeletal muscle molecular clock

Having established that iMS*Bmal1*^-/-^ skeletal muscle has an altered titin isoform composition resulting in sarcomere length heterogeneity, we looked to define the mechanism linking the skeletal muscle molecular clock to titin splicing. RBM20 is a well-characterized splicing factor known to target titin pre-mRNA (Guo et al., 2012; Li et al., 2013; Maatz et al., 2014). RBM20 is an RNA-binding protein that acts as a splicing repressor such that when present at high levels it binds along titin pre-mRNA preventing normal intronic splicing. When bound by many RBM20 proteins, titin pre-mRNA undergoes large exon-skipping events whereby the resultant, processed mRNA is shorter than if RBM20 was not present. We tested whether RBM20 levels change following loss of skeletal muscle *Bmal1. Rbm20* mRNA expression was reduced by 34% in iMS*Bmal1*^-/-^ muscle compared to iMS*Bmal1*^+/+^ muscle (p<0.05; Figure 5A). This reduced expression was also present at the protein level where RBM20 protein content decreased by 46% compared to iMS*Bmal1*^+/+^ muscle (p<0.05; Figure 5B).

**Figure 5.**
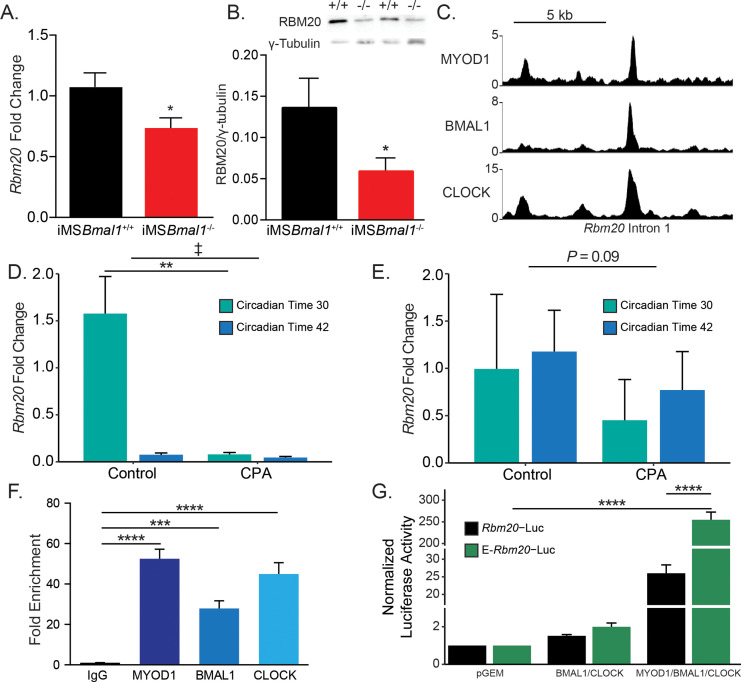
*Rbm20* is targeted by the positive limb of the skeletal muscle molecular clock. (**A**) *Rbm20* mRNA is decreased by 34% in iMS*Bmal1*^-/-^ muscle compared to iMS*Bmal1*^+/+^ muscle (N = 6–8/group). (**B**) iMS*Bmal1*^-/-^ muscle shows a 57% reduction in RBM20 protein levels compared to iMS*Bmal1*^+/+^ control muscle (N = 4/group). (**C**) BMAL1, CLOCK, and MYOD1 ChIP-seq data were used to identify potential regulatory regions for *Rbm20*. A significant binding peak was found within intron 1 of this gene. (**D**) C57BL/6J mice subjected to repeated phase advances (CPA) show a significant reduction in *Rbm20* mRNA expression in the quadriceps muscle (N = 4/group). (**E**) C57BL/6J mice subjected to CPA show a nonsignificant reduction in *Rbm20* expression in the tibialis anterior muscle (N = 3/group). (**F**) ChIP-PCR confirms binding of each protein of the positive limb of the molecular clock at this site (N = 3/group). (**G**) Dual-luciferase activity shows significant activation of E-*Rbm20*-Luc with overexpression of the positive limb of the molecular clock (N = 3/group). Data plotted as mean ± SEM. Statistics performed using Student's t-test or one-way ANOVA with Tukey's post-hoc test. *p<0.05, **p<0.01, ****p<0.0001, ‡ Group effect p<0.05. Figure 5—source data 1.RBM20 expression is decreased in iMS*Bmal1*^-/-^ muscle compared to iMS*Bmal1*^+/+^ muscle.Western blot of alternating lanes of iMS*Bmal1*^+/+^ and iMS*Bmal1*^-/-^ muscle lysates probed with anti-RBM20 antibody (top). Western blot of alternating lanes of iMS*Bmal1*^+/+^ and iMS*Bmal1*^-/-^ muscle lysates probed with anti-γ-tubulin antibody (bottom).

We next used an environmental model to chronically disrupt the expression of the muscle clock to ask whether this was sufficient to change *Rbm20* expression in muscle. C57BL/6J mice were subjected to 8 weeks of repeated phase advances, a well-established model of circadian disruption most commonly referred to as chronic jet lag. Prior studies using this model demonstrated significant disruption of circadian clock gene expression in skeletal muscle (Wolff et al., 2013). For this analysis, we included collections at two time points so that we could capture potential changes during either the rest (CT30) or active (CT42) parts of the day. In Figure 5D, we found that Rbm20 mRNA did exhibit a significant difference in expression in the quadriceps muscles under normal light:dark conditions. In contrast, muscles from the CPA mice exhibit depressed expression of Rbm20, mostly notably at CT30, during the subjective rest phase for the mice. The results for the TA muscle from the same mice follow a similar trend with reduced Rbm20 expression at both time points in the CPA group, but this change was not significant (p=0.09). The observation that Rbm20 mRNA expression was differentially expressed in the rest vs. active period of the quadriceps muscles was not expected but is consistent with the muscle clock regulating Rbm20 expression. In summary, these data indicate that *Rbm20* expression is regulated downstream of the skeletal muscle circadian clock; this regulation is evident in two different muscles, and it provides further evidence that altering the muscle clock, either genetically or physiologically, leads to altered *Rbm20* expression.

Since skeletal muscle *Bmal1* knockout and physiological disruption of circadian rhythms reduced *Rbm20* expression, we asked whether *Rbm20* is a direct transcriptional target of the core clock factors in skeletal muscle. Our first approach was to interrogate our skeletal muscle ChIP-seq data sets for BMAL1 and CLOCK as these proteins comprise the positive limb of the skeletal muscle circadian clock (Gabriel et al., 2021). We also looked into our skeletal muscle ChIP-seq data set for MYOD1 as we have previously shown with *Tcap* that the clock factors can function synergistically with MYOD1 to transcriptionally regulate gene expression (Hodge et al., 2019; Cao et al., 2010). As seen in Figure 5C, we detected significant binding of BMAL1, CLOCK, and MYOD1 within a common region of intron 1 of *Rbm20*. Analysis of this region identified a putative regulatory element as defined by the third phase of the ENCODE project (Moore et al., 2020). To confirm binding of these proteins, we performed targeted ChIP-PCR using primers flanking this 88 bp site. We identified significant binding of BMAL1 (p<0.01), CLOCK (p<0.001), and MYOD1 (p<0.001; Figure 5F). To test whether this site served as an enhancer for *Rbm20* transcription in muscle cells, we generated luciferase reporter constructs with either the *Rbm20* proximal promoter alone (*Rbm20*-Luc) or the ~400 bp enhancer region from intron 1 cloned upstream of the *Rbm20* promoter (E-*Rbm20*-Luc). We found that overexpression of the clock factors in E-*Rbm20*-Luc transfected myotubes resulted in a 255-fold increase in luciferase activity compared to empty vector control transfected myotubes (n = 3, p<0.0001, Figure 5G). Importantly, this increase is 9.8-fold higher than the increase seen in myotubes transfected with *Rbm20*-P-Luc, which lacks the enhancer element (p<0.0001). These data have identified a novel circadian clock-sensitive enhancer in the *Rbm20* gene and support a model in which the skeletal muscle molecular clock modulates *Rbm20* transcription through this intronic enhancer.

### RBM20 overexpression in iMS*Bmal1*^-/-^ muscle restores titin isoform expression

Since *Rbm20* expression is regulated by the skeletal muscle molecular clock, we tested whether overexpression of RBM20 expression, using direct muscle injection of *Rbm20*-AAV, in the iMS*Bmal1*^-/-^ muscle would be sufficient to restore titin splicing and protein uniformity (Figure 6A). Consistent with our prior measures, RBM20 protein levels decreased by 38% in iMS*Bmal1*^-/-^ muscle compared to iMS*Bmal1*^+/+^ muscle injected with GFP-AAV (p<0.05). Injection of RBM20-AAV into iMS*Bmal1*^-/-^ muscle increased *Rbm20* gene expression by 2.8-fold (p_adj_<0.05) and RBM20 protein expression almost 2-fold above iMS*Bmal1*^+/+^-GFP-AAV levels (p<0.05; Figure 6B). We performed SDS-VAGE with these muscles to determine titin isoform distribution. Consistent with earlier work, loss of muscle *Bmal1* resulted in a significant increase in the long form of titin (p<0.01; Figure 6C). AAV expression of RBM20 in the iMS*Bmal1*^-/-^ muscle was sufficient to significantly reduce the amount of the long titin isoform to levels closer to wildtype (p<0.05; Figure 6C). These findings demonstrate that the decrease in RBM20 expression downstream of loss of muscle *Bmal1* contributes significantly to titin isoform heterogeneity in skeletal muscle.

**Figure 6.**
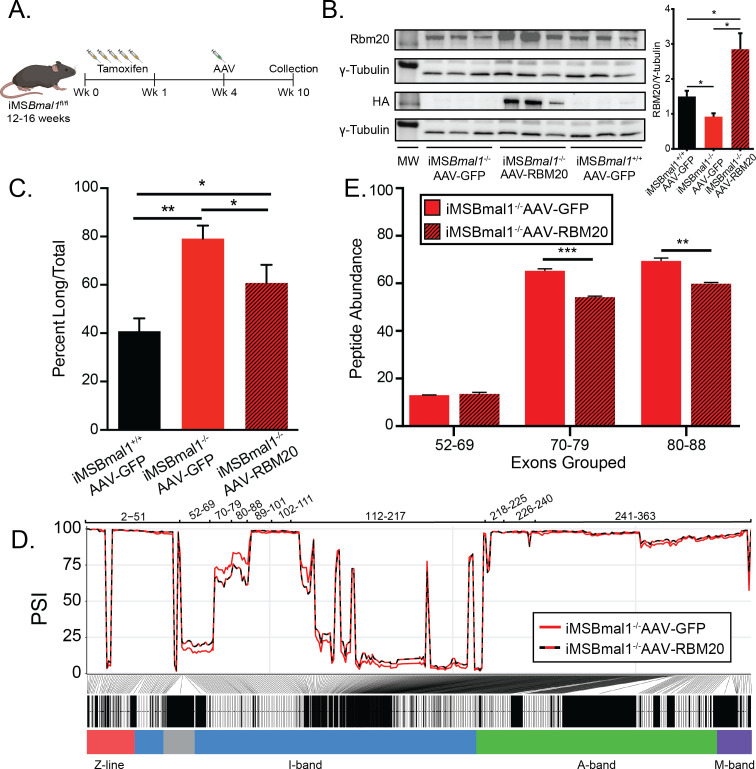
Rescuing RBM20 expression in iMS*Bmal1*^-/-^ muscle restores titin spring length and sarcomere length variability. (**A**) Protocol for conditionally knocking out skeletal muscle Bmal1 and overexpressing RBM20. (**B**) Transduction of AAV-RBM20 in iMS*Bmal1-/-* muscle increases RBM20 91% over iMS*Bmal1*^+/+^ AAV-GFP muscle and threefold over iMS*Bmal1*^-/-^ AAV-GFP muscle (N = 4/group). Molecular weight markers (MW) correspond to 150 kDa in RBM20 and HA blots and 50 kDa in tubulin blots. (**C**) Titin isoform expression is partially restored in iMS*Bmal1*^-/-^ AAV-RBM20 muscle (N = 4/group). (**D**) Percent spliced in (PSI) of every exon of *Ttn* between iMS*Bmal1*^-/-^-GFP and iMS*Bmal1*^-/-^-RBM20 muscle (N = 3/group). (E) Liquid chromatography–mass spectrometry (LC-MS)-quantified peptide abundance mapping onto exons identified using RNAseq confirms changes in titin splicing are translated to titin protein (N=3/group). Data plotted as mean ± SEM. Statistics performed using Student's t-test or one-way ANOVA with Tukey's post-hoc test. *p<0.05; **p<0.01. Figure 6—source data 1.RBM20 and HA protein expression are increased in iMS*Bmal1*^-/-^AAV-RBM20 muscle lysates compared to iMSBmal1^-/-^ AAV-GFP and iMSBmal1^+/+^ AAV-GFP.Western blot of HA protein expression across groups (top-left). Western blot of γ-tubulin expression across groups (top-right). Western blot of RBM20 expression across groups (middle left). Western blot of γ-tubulin expression across groups (middle right). Rescue of RBM20 expression results in titin isoform ratio similar to isoform ratio in wildtype muscle (bottom).

**Figure 6—figure supplement 1.**
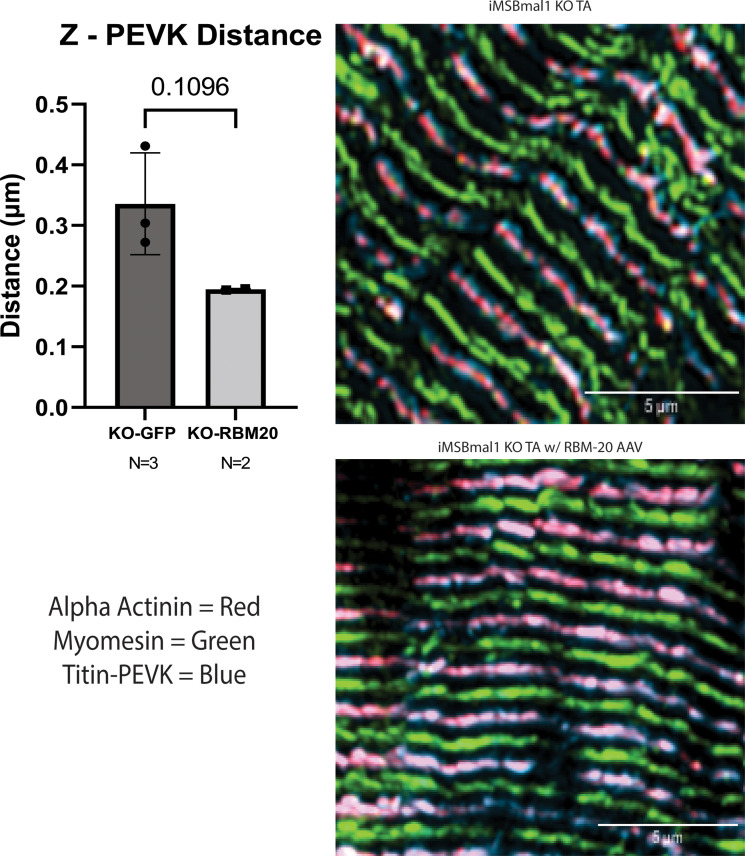
Rescue of RBM20 protein expression in iMS*Bmal1*^-/-^ muscle results in a reduction in the distance of the titin-PEVK domain from the sarcomere Z-disc. Quantification of the average distance from the sarcomere Z-disc (α-actinin) and the titin-PEVK epitope (top-left). Tibialis anterior longitudinal sections from iMS*Bmal1*^-/-^ (top-right) and iMS*Bmal1*^-/-^ AAV-RBM20 (bottom-right) labeled with antibodies specific to the Z-disc (α-actinin, red), M-line marker (myomesin, green), and the PEVK domain of titin (Titin-PEVK, blue). Data plotted as mean ± SD. Statistics performed using Student's t-test.

While titin protein size is partially rescued in RBM20-overexpressing iMS*Bmal1*^-/-^ muscle, whether or not the proximal Ig domain length of titin is restored remained undetermined. We performed RNAseq on iMS*Bmal1*^-/-^-GFP and iMS*Bmal1*^-/-^-RBM20 TA muscle to analyze the splicing of the titin transcript. iMS*Bmal1*^-/-^-RBM20 muscle showed decreased expression of exons 70–88 of titin compared to iMS*Bmal1*^-/-^-GFP muscle (Figure 6D). Importantly, these exons are increased in iMS*Bmal1*^-/-^ muscle compared to iMS*Bmal1*^+/+^ muscle, suggesting that these exons are regulated downstream of the molecular clock through *Rbm20* expression. We did note, however, that exons 52–69 showed only a modest increase in expression in muscle-overexpressing RBM20. This change was unexpected and is likely a result of other splice factors or mechanisms regulating inclusion/exclusion of those exons. These changes were confirmed using LC-MS with a significant decrease in exons 70–79 (p<0.001) and 80–88 (p<0.01) inclusion in iMS*Bmal1*^-/-^-RBM20-AAV TA muscle with no significant different in inclusion of exons 52–69 in titin protein (Figure 6E). We used IHC to probe whether rescue of Rbm20 expression in the iMS*Bmal1*^-/-^ muscle results in a change in the distance from the Z-disc to the PEVK region of titin. Longitudinal sections were labeled for these two epitopes (α-actinin/TTN-PEVK) demonstrated that RBM20 rescue with rescue of TTN-splicing resulted in a reduced distance of the PEVK domain from the Z-disc, consistent with a smaller titin isoform within the sarcomere (Figure 6—figure supplement 1). Unfortunately, we only had a small amount of tissue remaining, so our sample size is small, but these results are consistent with the levels of the level of exon inclusion in both the RNAseq and LC-MS data,.thus, demonstrating that splicing of titin is modulated downstream of the circadian clock via regulation of Rbm20 expression.

## Discussion

In this study, we examined the contribution of the core clock factor *Bmal1* on regulation of titin isoform expression in skeletal muscle. We defined a novel mechanism whereby the skeletal muscle clock regulates titin splicing through modulation of *Rbm20* expression. These findings define that skeletal muscle structure, with implication for function, is regulated in part through a circadian clock-dependent transcriptional mechanism (Miller et al., 2007; McCarthy et al., 2007; Andrews et al., 2010; Schroder et al., 2015; Hodge et al., 2019). The novel link between the muscle circadian clock and RBM20 is of particular importance as our lab recently proposed a mechanism whereby MYOD1 works with BMAL1::CLOCK to cooperatively regulate skeletal muscle-specific, clock-controlled genes (Hodge et al., 2019). Here, we identify a novel enhancer element within intron 1 of *Rbm20* and provide evidence that MYOD1 with the core clock factors are significant contributors to *Rbm20* expression. These data confirm that *Rbm20* is a bona fide clock-controlled gene in skeletal muscle. We provide direct evidence that changes to the proximal Ig segment of titin’s spring region can alter sarcomere length and further support titin’s role as a molecular ruler. Further, we provide gain of function transcriptome and proteome data, which confirm that RBM20 is a key mediator of titin splicing downstream of the circadian clock. Our findings expand upon the importance of the molecular clock in maintaining skeletal muscle health by showing that circadian rhythms are not only important for the metabolic function but are also important for maintaining muscle structural integrity.

Our results identified a new and direct link between the core circadian clock in skeletal muscle with the highly conserved splicing repressor, RBM20. RBM20 is predominantly expressed in cardiac and skeletal muscles. Because most RBM20 research has been in cardiac muscle as RBM20 mutations are linked to cardiomyopathies (Guo et al., 2010), understanding of its role in skeletal muscle remains limited (Guo et al., 2010). Our work has identified a novel enhancer element within intron 1 of *Rbm20* that confers sensitivity to MYOD1 and the core clock factors BMAL1, CLOCK. This region of the *Rbm20* gene is highly conserved and is maintained in the human ENCODE database of putative enhancers (E1499168). It is also important to note that RBM20 is currently linked to splicing of up to 18 mRNAs in the heart (Maatz et al., 2014), 5 of which have significant changes in exon inclusion in our model. Thus, regulation of RBM20 downstream of the circadian clocks could contribute to other aspects of muscle structure and function independent of titin splicing. It is important to note that there is a lack of overlap between the RBM20-dependent splicing changes in the heart and our model in skeletal muscle, suggesting that RBM20 may have tissue-specific targets. This tissue specificity warrants further study. Since circadian rhythm disruption occurs in aging and many chronic diseases, our findings suggest RBM20 and titin splicing could play a broader role in conditions with known muscle weakness.

Defining mechanisms to preserve muscle function is important due to the emerging recognition that maintaining muscle strength in chronic disease states and aging is a strong predictor of mortality (Newman et al., 2006; García-Hermoso et al., 2018). Since skeletal muscle function is tightly linked to its structure, we investigated a mechanism that links the molecular clock to sarcomere organization in skeletal muscle. One of the findings of the this study is an increase in sarcomere length heterogeneity following skeletal muscle *Bmal1* knockout. Heterogeneous sarcomere lengths would be disadvantageous at the muscle tissue level as the likelihood that an individual sarcomere would be operating at its optimal length is reduced (Hou, 2018). While a sarcomere can generate force outside of optimal length, it is well established that when the number of crossbridges between the thin and thick filaments is reduced, the maximum force produced by the muscle is diminished (Patel et al., 2004). Additionally, emerging data suggests that changes to overall titin isoform in skeletal muscle result in changes to the number of serial sarcomeres in an apparent effort to reduce the working range of the sarcomere, with functional consequences. However, these data come from models in which the change in titin isoform is a result of large-scale exon deletions, resulting in a homogenous expression of mutant titin. The effects of heterogenous changes in titin isoform expression, as seen in iMS*Bmal1*^-/-^, with regard to sarcomere length homogeneity and working range, need further study to understand its functional consequence.

Lastly, our study used RNAseq analysis to define the titin splicing changes downstream of the muscle clock. We then determined whether the splicing changes were directly linked to changes in the titin protein using LC-MS. To our knowledge, we are the first group to provide direct correlations between titin exon splicing at the RNA level with peptide expression at the protein level for the giant protein. Notably, analysis of titin protein isoforms has historically required the use of vertical agarose gels and antibodies that detect repetitive elements to semi-quantitatively measure changes in alternative splicing. While these methods are useful, they cannot provide a direct, quantitative measurement of exon-level translation. We successfully used LC-MS to confirm that peptides encoded titin exons that undergo differential splicing in iMS*Bmal1*^-/-^ mice as measured by RNAseq were similarly changed in titin protein. Our methodology could be used to confirm changes in other conditions where titin splicing is disrupted.

### Ideas and speculation

Why the molecular clock would regulate splicing of a protein as large as titin is puzzling. Estimations of titin turnover have been measured on the order of days, much longer than processes that would predictably be regulated daily by the circadian clock (Isaacs et al., 1989). However, studies in cardiomyocytes suggest that sarcomeric titin exhibits dynamic exchange within ~14 hr independent of protein turnover (da Silva Lopes et al., 2011). If such a mechanism exists in skeletal muscle, this would allow the fiber to modulate titin length on a more frequent, potentially daily basis. Previous studies have identified titin-cap (*Tcap*) as a direct clock-controlled gene that exhibits time-of-day variations in protein amount with highest levels during the active phase (Gregorio et al., 1998; Hammouda et al., 2012). TCAP functions to anchor the titin filament at the Z-line by binding titin’s Z1Z2 domain (Lee et al., 2006; Gregorio et al., 1998). These observations suggest a model in which titin protein could be exchanged daily, likely in sync with times at which TCAP protein is lowest. This daily replacement would serve to provide flexibility in the muscle fibers to adjust to patterns of use and disuse. Further, this daily replacement could lead to a vulnerable period for skeletal muscle damage (i.e., when TCAP is low and titin is being replaced). The potential for this period of vulnerability is somewhat supported by studies that measured diurnal variation in muscle damage following maximum performance tests in athletes. In these studies, muscle creatine kinase (Hammouda et al., 2012) and leukocyte infiltration (Hammouda et al., 2011) increased more substantially following evening exertion compared to morning exertion. In our proposed scenario, sarcomeric replacement during the inactive period would leave skeletal muscle susceptible to damage in the evening (i.e., leading into the inactive period), thus damage markers should increase at this stage. Studies that measure sarcomeric replacement over time of day with differing time of exercise bouts should be performed to directly test this scenario as they could prove useful for prescribing exercise as a therapeutic in cases of circadian rhythm disruption.

### Conclusion

This study uniquely links the field of circadian rhythms with well-established properties of skeletal muscle structure and function through the RNA-binding protein RBM20. Since maintenance of circadian rhythms and skeletal muscle strength is gaining recognition for their roles in human health, understanding these processes is needed to promote health. Our work provides important new insights into understanding fundamental mechanisms regulating muscle homeostasis and potential new targets through which diseases that modulate the circadian clock could lead to skeletal muscle weakness.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus musculus*)	iMS*Bmal1*fl/fl	https://doi.org/10.1186/s13395-015-0039-5		Tamoxifen-inducible, skeletal muscle-specific deletion *Bmal1* resulting in lack of BMAL1 in this tissue
Antibody	Anti-sarcomeric α-actinin (rabbit monoclonal)	Abcam	EP2529Y	(1:1000)
Antibody	Anti-titin N2A (rabbit polyclonal)	Myomedix	TTN-4	(1:250)
Antibody	Anti-titin Z1Z2 (rabbit polyclonal)	Myomedix	TTN-1	(1:100)
Antibody	Anti-RBM20 (rabbit polyclonal)	Myomedix	RBM20-1	(1:500)
Antibody	Anti-PEVK (rabbit polyclonal)	Myomedix	PEVK-1	(1:500)
Antibody	Anti-γ-tubulin (mouse monoclonal)	Sigma-Aldrich	T6557	(1:1000)
Antibody	Anti-HA High Affinity (rat monoclonal IgG1)	Roche	11867423001	(1:1000)
Antibody	Alexa Fluor-488 conjugated goat anti-rabbit IgG (goat polyclonal)	Thermo Scientific	A11034	(1:500)
Antibody	Alexa Fluor-Plus 405 conjugated goat anti-rabbit IgG (goat polyclonal)	Thermo Scientific	A48254	(1:500)
Antibody	Alexa Fluor-647 conjugated goat anti-rabbit IgG (goat polyclonal)	Thermo Scientific	A21244	(1:500)
Antibody	HRP conjugated goat anti-rabbit IgG (H+L) (goat polyclonal)	Sigma-Aldrich	AO307P	(1:10,000)
Antibody	HRP conjugated goat anti-mouse IgG (H+L) (goat polyclonal)	Sigma-Aldrich	401215	(1:10,000)
Sequence-based reagent	U7-BglII F	https://doi.org/10.1007/978-1-61737-982-6_11	PCR primers	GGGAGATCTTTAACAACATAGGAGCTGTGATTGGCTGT
Sequence-based reagent	U7-PstI R	https://doi.org/10.1007/978-1-61737-982-6_11	PCR primers	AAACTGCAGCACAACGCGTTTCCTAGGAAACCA
Sequence-based reagent	SDM_U7 smOpt F	http://doi.org/10.1007/978-1-61737-982-6_11	PCR primers	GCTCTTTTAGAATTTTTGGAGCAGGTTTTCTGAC
Sequence-based reagent	SDM_U7 smOpt R	https://doi.org/10.1007/978-1-61737-982-6_11	PCR primers	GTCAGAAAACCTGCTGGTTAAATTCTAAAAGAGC
Sequence-based reagent	*Ttn*-51-AS F	This paper	PCR primers	TTAGGGTGGGTGGATACGCCTCTGC AAAAGAATTTTTGGAGCAGGTTTTCTG
Sequence-based reagent	*Ttn*-51-AS R	This paper	PCR primers	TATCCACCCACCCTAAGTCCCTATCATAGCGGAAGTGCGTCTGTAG
Sequence-based reagent	*Ttn*-89-AS F	This paper	PCR primers	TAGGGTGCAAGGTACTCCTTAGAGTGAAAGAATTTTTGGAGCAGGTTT
Sequence-based reagent	*Ttn*-89-AS R	This paper	PCR primers	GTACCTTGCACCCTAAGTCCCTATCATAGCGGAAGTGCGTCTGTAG
Sequence-based reagent	*Rbm20* qPCR F	https://doi.org/10.1161/CIRCULATIONAHA.117.031947	PCR primers	TGCATGCCCAGAAATGCCTGCT
Sequence-based reagent	*Rbm20* qPCR R	https://doi.org/10.1161/CIRCULATIONAHA.117.031947	PCR primers	AAAGGCCCTCGTTGGAATGGCT
Sequence-based reagent	*Rpl26* qPCR F	https://doi.org/10.7554/eLife.43017	PCR primers	CGAGTCCAGCGAGAGAAGG
Sequence-based reagent	*Rpl26* qPCR R	https://doi.org/10.7554/eLife.43017	PCR primers	GCAGTCTTTAATGAAAGCCGTG
Sequence-based reagent	*Rbm20* Intron 1 F	This paper	PCR primers	CTAGGACGGAATCTGCTGTG
Sequence-based reagent	*Rbm20* Intron 1 R	This paper	PCR primers	AACAGGGTGTCTGTCTGTCT
Cell line (*M. musculus*)	eGFP-ACTN2-C2C12	https://doi.org/10.1186/s13395-019-0203-4		Allows for visualization of sarcomeres in live C2C12 myotubes
Commercial assay or kit	Dual-luciferase reporter assay system	Promega	E1960	
Commercial assay or kit	X-tremeGENE 9 DNA transfection reagent	Roche	6365787001	
Commercial assay or kit	QuikChange II Site-Directed Mutagenesis kit	Agilent	200523	
Software, algorithm	Prism 7	GraphPad		www.graphpad.com;
Software, algorithm	HISAT2	https://doi.org/10.1038/nprot.2016.095		http://daehwankimlab.github.io/hisat2/
Software, algorithm	R; RStudio	R Project for Statistical Computing; RStudio		www.r-project.org; www.rstudio.com

### Animal studies

The iMS*Bmal1* mouse model has been described (Schroder et al., 2015; Hodge et al., 2015). The *Bmal1*^lox^ mouse was purchased from Jackson Laboratories (stock number 7668) and crossed with the skeletal muscle-specific Cre-recombinase mouse (HSA-Cre) generated in-house (McCarthy et al., 2012). All experiments were performed in male mice housed in an AAALAC-regulated facility under 12 hr light–12 hr dark cycle with ad libitum food and water availability. Breeding for iMS*Bmal1*^fl/fl^ mice was performed as described in Hodge et al., 2015, and recombination was induced in 12–16-week-old male mice through intraperitoneal vehicle (15% ethanol in sunflower seed oil) or tamoxifen injections (2 mg day^–1^) for 5 days (Hodge et al., 2015). Five weeks after injections were completed, mice were sacrificed through cervical dislocation and tissues were collected. Tissues were flash-frozen in liquid nitrogen and stored at –80°C for RNA and protein analysis. All animal procedures were approved by the University of Kentucky’s and University of Florida’s Institutional Animal Care and Use Committees.

For the chronic phase advance (CPA) model, 12–16-week-old C57/Bl6J mice were individually housed in 12L:12D conditions in temperature-, humidity-, and light-controlled circadian cabinets (Actimetrics, Wilmette, IL). After 2 weeks of acclimation to individual housing, mice were randomly assigned to either control (12L:12D) conditions or a CPA regimen. The CPA paradigm consisted of a 6 hr advance in lights-on every 4 days for a total of 8 weeks. This protocol was chosen as our lab has previously shown that this protocol disrupts the core molecular clock rhythm in skeletal muscle (Wolff et al., 2013). Disruptions in activity rhythms were confirmed using wheel-running activity. At the end of the 8-week experimental protocol, mice were put into constant darkness then sacrificed under red light at either circadian time (CT) 30 or CT42. For reference, CT30 reflects a sample collected in the middle of the rest phase for the mice and CT42 is the middle of the active phase. Muscles were collected and snap-frozen in liquid nitrogen prior to processing.

### Immunohistochemistry

TA muscles were pinned at slack length on a cork block, flash-frozen in OCT compound (Tissue-Tek) in liquid nitrogen-cooled isopentane, and stored at –80°C. Muscles were longitudinally sectioned at 6 μm and fixed with 2% paraformaldehyde (PFA). Sections were permeabilized using 0.1% Tween 20 in phosphate-buffered saline (PBS), blocked with bovine serum albumin (BSA), and incubated overnight at 4°C with primary antibodies. Tissue sections were washed with PBS, then incubated for 1 hr at room temperature with Alexa Fluor conjugated secondary antibodies (Thermo Fisher) prior to mounting with ProLong Gold (Molecular Probes).

Sections with only α-actinin were imaged using Leitz DMRBE microscope with a Leica DCF480 digital camera. Sarcomere lengths were measured using the 1D line tool within ImageJ as the distance between peak fluorescence signals. For titin-epitope-specific immunohistochemistry, sections were permeabilized using 0.1% Tween 20 in PBS, blocked with 10% BSA 5% goat serum in permeabilization buffer, and incubated overnight at 4°C for each of the primary antibodies. Secondary antibodies were added for 1 hr at room temperature between primary antibodies. Sections with titin-epitope-specific antibody staining were imaged using a Leica TCS-SP8 confocal microscope equipped with HyVolution deconvolution software. Measurements were made using Leica LASX software.

For RBM20-AAV rescue experiments, tissue sections were permeabilized with 0.5% Triton for 10 min, washed 3 × 5 min with TBS, incubated with Image-iT FX Signal Enhancer (Thermo Fisher) for 30 min, and blocked for 1 hr at room temperature with 5% BSA, 5% normal goat serum, 1% glycine, 0.1% Triton X-100 in TBS. Following blocking, sections were incubated overnight at 4°C with TTN-PEVK (rabbit, Myomedix, 1:500) and myomesin (mouse, DSHB, 1:1000). The following day, sections were washed with TBS-Tween (0.1%) before incubation with secondary antibodies (goat anti-mouse Alexa Fluor 488 1:500, goat anti-rabbit Alexa Fluor Plus 405 1:500) in blocking buffer. Following post-secondary wash (2 × 5 TBS-T, 1 × 5 TBS), sections were post-blocked with goat anti-rabbit unconjugated fab fragment antibodies (1:200, Jackson ImmunoResearch), before incubation overnight with α-actinin antibody (Abcam, rabbit, 1:1000) in blocking buffer. The following day, sections were washed before incubation with secondary antibody (goat anti-rabbit Alexa Fluor 647). After secondary incubation, sections were washed (2 × 5 TBS-T, 1 × 5 TBS, 1 × 5 Ultrapure Water) before being mounted with ProLong Glass Antifade. Sections were imaged using a Nikon Spinning Disk SR microscope CSU-X1 using ×100 oil-objective lens, standard zoom. Z-stacks (0.3 µm steps) were obtained and reconstructed in ImageJ for analysis.

### Vertical agarose gel electrophoresis

TA muscles were pulverized under liquid nitrogen using a mortar and pestle to prevent fiber type and muscle region bias. Muscle powder was dissolved in sample buffer consisting of 8 M urea, 2 M thiourea, 0.05 M Tris base, 75 mM dithiothreitol (DTT), and 3% SDS at a 60:1 volume–muscle ratio to ensure titin solubilization (Warren et al., 2003). Protein concentrations were measured using the RC-DC protein assay (Bio-Rad) and stored at –80°C until use. Samples were resolved on a vertical agarose gel consisting of 1.0% w/v Seakem Gold Agarose (Lonza), 30% glycerol, 50 mM Tris base, 0.384 M glycine, 0.1% SDS run at 5 mA/gel for 30 min, then 7.5 mA/gel for 4 hr at 4°C (Warren et al., 2003). Titin protein was visualized using Sypro Ruby (Invitrogen) and imaged using a ChemiDoc MP System (Bio-Rad) at 450 nm. Bands were densitometrically analyzed using Bio-Rad ImageLab software as long T1 titin (upper), short T1 titin (lower), T2 titin (a major titin degradation product), and total titin (all bands combined).

### RNA isolation and RNA sequencing

RNA was isolated using procedures common to our lab for next-generation RNA sequencing (Schroder et al., 2015; Hodge et al., 2015; Terry et al., 2018). Briefly, muscle powder was homogenized in TRIzol (Invitrogen) according to the manufacturer’s directions, then isolated using QIAGEN RNeasy Mini Kit. RNA samples were treated with TURBO DNase (Ambion) to remove genomic DNA. RNA integrity numbers (RIN) were determined using the Agilent 2100 Bioanalyzer. RNA samples with RIN values >8 were used for sequencing library preparation. Then, 250 ng of total RNA was used to prepare barcoded RNAseq libraries using Stranded RNA-Seq Kit with RiboErase (KAPA Biosystems). 

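The deposited counts were compared with the strand on which GENCODE release 21 annotates each gene, and 52489 of the 52636 gene identifiers were found in that release. In each library the gene with the most counts was *Rabep2* (from 12.4 to 14.3% of a library), and the 10 most counted genes held between 47.2 and 49.2%. *Rabep2* is a plus-strand gene on chromosome 7 whose exons overlap those of *Atp2a1*, the calcium pump of fast muscle fibers, by 763 bp. Over the 6 libraries, *Rabep2* had 1674470 counts and *Atp2a1* had 18498. *Ube2c* had 842868 counts against 2010 for *Tnnc2*, the fast troponin C that it overlaps. *A930016O22Rik*, which faces the creatine kinase gene *Ckm*, had 1092649 counts against 9583 for *Ckm*. Among 15 sarcomere or fast fiber genes with a facing gene, 12 had fewer counts than the gene that faces them. The exceptions were *Des*, *Myom1* and *Neb*. On the mitochondrial chromosome, *mt-Nd6*, the only protein-coding gene on its minus strand, had 416836 counts over the 6 libraries. *mt-Co1* on the plus strand had 3861, which is 0.926% of the counts on *mt-Nd6*. *mt-Nd5*, also on the plus strand, had 180668, and it overlaps *mt-Nd6*. The 14 transfer RNA genes on the plus strand had 784 counts together, and the 8 on the minus strand had 115109. Libraries of both genotypes showed this layout, with 88.4 to 89.9% of the counts of a library on genes that face exons of another gene.

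**Figure D2:**
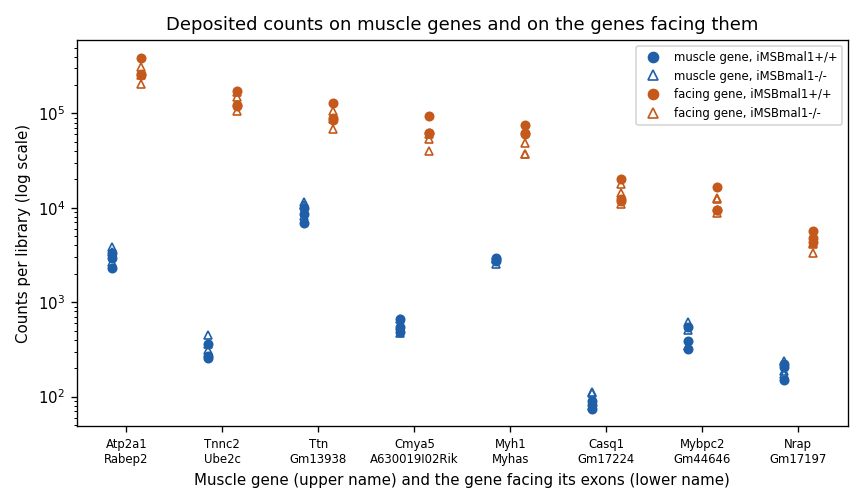
Counts per library (log scale) on 8 muscle genes (blue) and on the genes that face their exons (orange), with 1 point per library (circles for the 3 iMSBmal1+/+ and triangles for the 3 iMSBmal1-/- libraries). For each pair, all 6 points of the facing gene lie above those of the muscle gene.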

Samples were sequenced on the HiSeq 2500 (Figure 2) or NovaSeq 6000 (Figure 6; Illumina) using a 2 × 100 kit to a read depth >45 million reads/sample. Reads were checked using FastQC before mapped to mm10 with HISAT2 (Kim et al., 2015). Gene expression data were collected using HTSeq and DESeq2 analysis packages (Love et al., 2014), and splicing analysis was performed using the protocol outlined by Schafer et al., 2015. 

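*Bmal1* itself (*Arntl*, ENSMUSG00000055116) had 5, 4 and 11 counts in the iMS*Bmal1*+/+ libraries and 13, 5 and 5 in the iMS*Bmal1*-/- libraries, which is too few to check the genotypes, and it did not pass the filter on low counts. Without the filter, its log2 fold change was 0.29 (adjusted p = 0.905 from edgeR's quasi-likelihood test). Among the tested genes, 125 differed between the genotypes at an adjusted p under 0.05, of which 52 were higher and 73 lower in iMS*Bmal1*-/- muscle, and 814 had an unadjusted p under 0.05. Without iMS*Bmal1*-/- replicate 2 the number of genes was 60, and without the filter on low counts it was 219. Because of the layout of the counts by strand, the genes are named as they were counted. Of those with a mean of at least 1 CPM and no overlap, *Prss51* had the smallest adjusted p, at 7.60 ± 0.649 CPM (SD, n = 3) in iMS*Bmal1*+/+ and 70.0 ± 6.56 (SD, n = 3) in iMS*Bmal1*-/- muscle (log2 fold change 3.20, standard error 0.20, adjusted p = 3.13e-08 from the same test). *Stard13* had at most 3 counts in each iMS*Bmal1*+/+ library and 29, 15 and 34 in the iMS*Bmal1*-/- libraries. Its mean CPM in iMS*Bmal1*-/- muscle was 8.14 times the highest CPM that 3 counts give in an iMS*Bmal1*+/+ library. This ratio leaves out counting error in both genotypes. *Gm9964*, *Gm44787* and *Gm8675* were the other 3 of the 5 largest increases, with log2 fold changes of 4.02, 3.95 and 3.59. With 1 library left out, these ranged from 3.53 to 5.19, from 3.63 to 4.28 and from 3.28 to 4.13. The 5 largest decreases were *Uts2* (-2.66), *Gm38158* (-2.65), *Wee1* (-2.36), *Car3* (-2.19) and a gene that release 21 does not hold, ENSMUSG00000097243 (-2.18). Leaving out 1 library gave from -3.65 to -2.17 for *Gm38158* and from -2.96 to -2.22 for *Uts2*. *Rbm20* (ENSMUSG00000043639) had 14, 33 and 48 counts in iMS*Bmal1*+/+ and 33, 30 and 38 in iMS*Bmal1*-/- muscle, and its log2 fold change of 0.23 (standard error 0.31, adjusted p = 0.848) was within the spread of the replicates and turned to -0.09 without iMS*Bmal1*+/+ replicate 1. The other genes that the paper names were not past the threshold: *Acta1* (0.50, adjusted p = 0.0608 from edgeR), *Actn2* (0.57), *Rpl26* (0.59), *Myod1* (0.24), *Clock* (-0.08) and *Tcap* (-0.50). *Acta1* passed it under 4 of its 12 alternatives, among them DESeq2 and the fit without iMS*Bmal1*+/+ replicate 2 (adjusted p from 0.00493 to 0.302 over the 12), and the signs of *Clock* and *Myod1* changed when single libraries were left out. The signs of *Actn2* (from 0.23 to 0.77), *Rpl26* (from 0.42 to 0.75) and *Tcap* (from -0.60 to -0.31) held with 1 library left out, but their sizes varied. *Tubg1* had at most 3 counts in any library and was not tested.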

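Of 18 clock genes listed before the data were examined, 6 passed the filter on low counts, and *Nr1d1* was the only one past the threshold, both over all genes and adjusted over the list alone. *Nr1d1* had 139 ± 5.91 CPM (SD, n = 3) in iMS*Bmal1*+/+ and 209 ± 18.9 (SD, n = 3) in iMS*Bmal1*-/- muscle (log2 fold change 0.58, standard error 0.11, adjusted p = 0.00965 from edgeR's quasi-likelihood test), and its adjusted p rose to 0.0628 and 0.0780 without iMS*Bmal1*-/- replicates 1 and 2. The 5 tested genes that the clock activates through E-boxes did not shift as a set (mean log2 fold change 0.11, or 0.0582 without iMS*Bmal1*-/- replicate 1, with a camera adjusted p of 0.715). If reads were counted on the strand opposite to their transcript, the counts of clock genes, *Nr1d1* included, do not measure their mRNA. They then cannot tell whether clock mRNA changed. *Thra* overlaps the exons of *Nr1d1* by 263 bp on the opposite strand and went the other way, from 345 ± 32.6 (SD, n = 3) to 182 ± 10.0 CPM (SD, n = 3), with a log2 fold change of -0.92 (standard error 0.11, adjusted p = 6.99e-05). *Sphk2*, which faces *Dbp* over 539 bp, fell from 191 ± 20.4 (SD, n = 3) to 54.9 ± 5.16 CPM (SD, n = 3), with a log2 fold change of -1.79 (standard error 0.13, adjusted p = 2.40e-07). *Dbp* itself had a log2 fold change of -0.50 (adjusted p = 0.472). *0610040F04Rik*, which faces *Bhlhe40* over 118 bp, had a log2 fold change of -1.33 (standard error 0.13, adjusted p = 6.28e-06). *Gm43909*, which faces *Bhlhe41*, fell by 0.54 on the log2 scale (adjusted p = 0.102). It was past the threshold under 4 of its 12 alternatives, among them the fits without iMS*Bmal1*+/+ replicate 1 (0.0434) and without iMS*Bmal1*-/- replicate 1 (0.0498), with adjusted p from 0.000558 to 0.442 over the 12. *D930015M05Rik*, which faces *Cry2*, fell by 0.28 (adjusted p = 0.596). Its log2 fold change ranged from -0.46 without iMS*Bmal1*+/+ replicate 2 to -0.06 without iMS*Bmal1*+/+ replicate 3. All of these adjusted p-values are from edgeR. The facing genes were chosen after the layout of the counts had been seen.

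**Figure D3:**
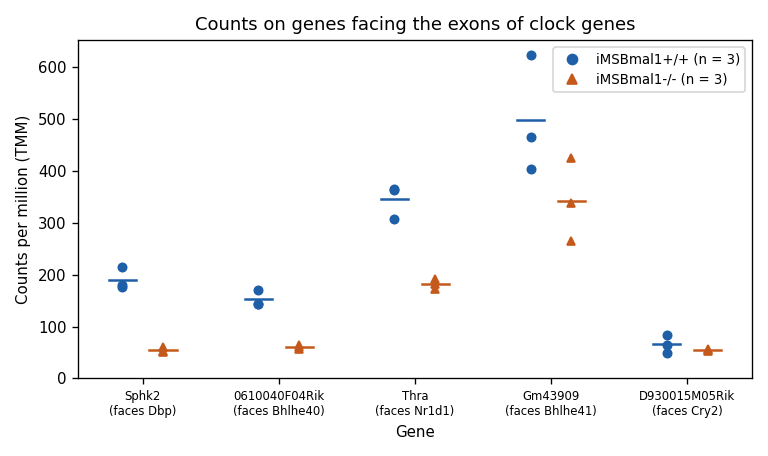
CPM (TMM) on 5 genes that face the exons of clock genes, with 1 point per library (blue circles for the 3 iMSBmal1+/+ and orange triangles for the 3 iMSBmal1-/- libraries) and a line at each group's mean. For Sphk2, 0610040F04Rik and Thra, the iMSBmal1-/- libraries lie below all iMSBmal1+/+ libraries, and for Gm43909 and D930015M05Rik the groups overlap.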

Exon usage data is reported as PSI and change in PSI (∆PSI; iMS*Bmal1*^-/-^ - iMS*Bmal1*^+/+^). Data have been deposited in NCBI’s Gene Expression Omnibus and are accessible using the GEO accession number GSE189865.

### Cell culture

Our generation of eGFP-labeled α-actinin-2 C2C12 cells has been previously described (Denes et al., 2019). Briefly, C2C12 myoblasts obtained from ATCC were stably transfected with ACTN2-pEGFP gene fusion using the PiggyBac Transposon system and selected using puromycin and flow cytometry. Myoblasts were maintained on plastic cell culture dishes in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin in a humidified incubator kept at 37°C and 5% CO_2_. When cells reached 70% confluency, they were separated and plated on micropatterned gelatin hydrogels. Gelatin hydrogels and PDMS stamps used for patterning were prepared as previously described (Denes et al., 2019; Bettadapur et al., 2016). Once 100% confluent, cells were serum-restricted with differentiation medium (DMEM, 2% horse serum, 1% penicillin-streptomycin) and left to differentiate for 10 days. Media were replenished each day, and all myoblasts were used at passage 8 or earlier. This cell line was validated using RNA deep sequencing (Denes et al., 2019) as well as through manufacturer certification and has tested mycoplasma negative.

### Titin-specific U7 snRNPs

Titin-specific, modified U7 snRNAs were generated using methods previously published to direct dystrophin splicing (Brun et al., 2003; Echevarría et al., 2018; Goyenvalle and Davies, 2011). 

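In the paper's numbering, exon 51 of *Ttn* lies on chromosome 2 of GRCm38 from 76903063 to 76903626 and is 564 bp long. Since *Ttn* is on the minus strand, its donor splice site is at 76903063 and its acceptor splice site at 76903626. Exon 89 is 288 bp long, from 76883910 to 76884197, with its acceptor splice site at 76884197. The forward primer that the paper lists for exon 51 contains the reverse complement of AGGCGTATCCACC, which is the first 13 bases of exon 51, from 76903614 to 76903626.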

The donor splice site on exon 51 and the acceptor splice site on exon 89 were targeted to induce the exon-skipping event studied through RNA sequencing of iMS*Bmal1*^-/-^ and iMS*Bmal1*^+/+^ muscle. Sequences were generated to block these splice sites according to published standards and cloned into pAAVsc-CB6-PI-mCherry (Goyenvalle and Davies, 2011). Briefly, a base U7smOpt vector was generated from the wildtype U7 snRNA gene using published primers and QuikChange II Site-Directed Mutagenesis Kit. Forward- and reverse-antisense primers were then used to insert titin-specific sequences into the pAAV-U7smOpt vector with a free tail harboring canonical binding sites for hnRNP A1/A2 to increase exon-skipping efficiency (Goyenvalle and Davies, 2011). Each cloned plasmid was confirmed by Sanger sequencing. Then, 150 ng of each plasmid were transfected with X-tremeGENE 9 (Roche) in C2C12 myoblasts immediately after trypsinization (Escobedo and Koh, 2003). Day 10 myotubes were fixed in 2% PFA for 4 min, then immunostained and imaged using the same conditions as with cryosectioned TA muscle; however, the antibody against the Z1Z2 region of titin was not used due to insufficient penetrance into myotubes.

### Quantitative real-time PCR (qRT-PCR)

Total RNA from iMS*Bmal1*^-/-^ and iMS*Bmal1*^+/+^ TA muscles was extracted using TRIzol Reagent (Ambion) and purified using the RNeasy Mini Kit (QIAGEN). Then, 500 ng total RNA was reverse-transcribed using SuperScript III first-strand cDNA synthesis system (Invitrogen). Primers were generated using previously published sequences for *Rbm20* and *Rpl26* (Hodge et al., 2019; van den Hoogenhof et al., 2018). qRT-PCR was performed on a QuantiStudio 3 thermal cycler (Applied Biosystems) from 10 ng of cDNA in a total volume of 20 μl containing Fast SYBR Green Master Mix (Applied Biosystems) and 400 nM of each primer. *Rbm20* was normalized to corresponding *Rpl26*, and relative quantification was calculated using the ΔΔCT method. Gene expression is shown as the relative fold change of expression in iMS*Bmal1*^-/-^ muscle compared to iMS*Bmal1*^+/+^ samples.

### Preparation of tibialis anterior muscle samples for LC-MS

Small ~1–2 mg pieces of TA muscle were obtained from five iMS*Bmal1*^+/+^ and six iMS*Bmal1*^-/-^ mice. The proteins were solubilized, reduced, alkylated, and digested to peptides using trypsin, as previously described (O’Leary et al., 2019). In brief, each piece of muscle was placed in a glass-bottom dissection chamber containing 150 μl 0.1% RapiGest SF Surfactant (Waters) and mechanically triturated with forceps. The solubilized proteins were reduced by addition of 0.75 μl 1 M DTT and heating (100°C, 10 min). Proteins were alkylated by addition of 22.5 μl of a 100 mM iodoacetamide (Acros Organics) in 50 mM ammonium bicarbonate (30 min, ~22°C, in the dark). The proteins were cleaved into tryptic peptides by addition of 25 μl of a 0.2 μg/μl trypsin (Promega) in 50 mM ammonium bicarbonate and incubation (18 hr, 37°C). The samples were dried down by centrifugal evaporation and reconstituted in 100 μl of a 7% formic acid in 50 mM ammonium bicarbonate solution to inactivate trypsin and degrade RapiGest (1 hr, 37°C). The samples were dried down once more and reconstituted in 100 μl 0.1% trifluoroacetic acid (TFA) for further cleavage of RapiGest (1 hr, 37°C). The samples were dried down a final time, reconstituted in 150 μl 0.1 TFA, centrifuged for 5 min at 18,800 RCF (Thermo, Sorvall Legend Micro 21R), and 125 μl of the supernatant were removed for analysis by mass spectrometry.

### Liquid chromatography–mass spectrometry (LC-MS)

Tryptic peptides were separated via high-pressure liquid chromatography (LC) and analyzed by mass spectrometry (MS) as previously described (O’Leary et al., 2019). In brief, a 20 µl aliquot of each sample was injected into a Waters XSelect HSS T3 column using a Dionex UltiMate 3000 LC system. The effluent was directly infused into a Q Exactive Hybrid Quadrupole-Orbitrap mass spectrometer (Thermo) through an electrospray ionization source. Data were collected as Xcalibur .raw files in a data-dependent MS/MS mode, with the five most abundant ions selected for fragmentation.

### Identification of peptides and matching to titin exon position

Titin peptides were identified from the Xcalibur .raw files and their LC-MS peak areas were quantified using Thermo Proteome Discoverer 2.2 (PD) software as previously described (O’Leary et al., 2019). The protein database used to identify the peptides was generated by translation of the Ensembl ENSMUST00000099981.10 titin transcript. This nucleotide sequence contained 347 of the possible 363 genomic exons. However, the exon numbering in the Ensembl database referred to the exon position in the transcript. 

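In GENCODE release 21, the transcript Ttn-203 has 347 exons and 106824 bp, and its translation is 35213 residues long. The authors' peptide table (Figure 1—source data 2) lists 1009 peptides, of which 1007 are distinct entries, and they come from 225 exons. Of the distinct entries, 998 have a sequence found at a single position of this translation.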

To number the exons according to the genomic sequence, the Ensembl ENSMUST00000099981.10 nucleotide sequence was compared to the BN001114.1 entry in GenBank and numbered accordingly. This genomic exon numbering scheme is commonly used in the current literature (Guo et al., 2010). The peptides identified within the LC-MS data were then labeled in accordance with the genomic exon(s) from which they were translated.

### Relative expression of peptides from exons 52–69, 70–79, and 80–88 in the iMS*Bmal1*^-/-^ and iMS*Bmal1*^+/+^ muscle

To determine whether there were differences in the expression of peptides from exons 52–69, 70–79, and 80–88, peptide abundances were compared by a pairwise analysis. Peptides with minimal LC-MS peak areas, defined as having a median abundance of less than 1.5E7 units within the control group, were excluded to ensure the use of robust signal intensities. Each remaining LC-MS peak area was normalized by dividing its value by the average LC-MS peak area of the peptides coming from exons 256–363 in the sample. This region was selected for normalization because there is a lack of evidence for alternative splicing (Guo et al., 2010). The median normalized abundance of each peptide within the iMS*Bmal1*^-/-^ and iMS*Bmal1*^+/+^ samples was determined. The average abundance and standard deviation of all of the peptides from each of the three exons were determined and plotted using ggplot2 in R.

### Western blot

Protein lysates were prepared by homogenizing approximately 20 μg of TA muscle from iMS*Bmal1*^+/+^ and iMS*Bmal1*^-/-^ mice in RIPA buffer containing protease inhibitors using a Bullet Blender (Next Advance). Then, 40 μg of total protein were loaded into each well for SDS-PAGE (10%). Proteins were transferred with a semidry apparatus (Bio-Rad) onto PVDF membrane, then blotted overnight at 4°C with anti-RBM20 antibody (Myomedix) or anti-γ-tubulin (Sigma) antibodies. Secondary antibodies were applied at room temperature for 1 hr, and the blot was visualized using a ChemiDoc MP System (Bio-Rad). RBM20 bands were quantified with Image Lab software and normalized to the γ-tubulin loading control.

### Targeted ChIP-PCR in adult skeletal muscle from C57Bl/6J mice

MYOD1, BMAL1, and CLOCK ChIP-seq data (accession numbers GSE122082 and GSE143334) recently published by our lab were searched for binding peaks in *Rbm20* using UCSC Genome Browser (Gabriel et al., 2021; Hodge et al., 2019; Cao et al., 2010). Following identification of overlapping peaks, putative regulatory regions identified by the ENCODE Registry of *cis*-Regulatory Elements were scanned for canonical E-box sequences 5′-CANNTG-3′ (Moore et al., 2020). Primers flanking one of these E-box containing peaks in *Rbm20* were designed and used for ChIP-PCR to confirm binding.

For ChIP-PCR, approximately 800 mg of adult gastrocnemius muscle was homogenized in cell lysis buffer (10 mM HEPES, pH 7.5, 10 mM MgCl_2_, 60 mM KCl, 300 mM sucrose, 0.1 mM EDTA, pH 8.0, 0.1% Triton X-100, 1 mM DTT, protease inhibitors) and prepared as previously described (Hodge et al., 2019). After pre-clearing with Protein A/G beads, supernatant was split into equal parts and incubated overnight at 4°C with MYOD1 antibody, CLOCK antibody, BMAL1 antibody, or pre-immune serum prior to DNA recovery with a PCR purification kit (QIAGEN). qRT-PCR was performed with *Rbm20* intron 1 primers. Data are presented as percent of input Ct, and significance was determined by comparing experimental ChIP values to those of the IgG control.

### Dual-luciferase assays

The promoter region of *Rbm20* (–500 to +138) was cloned into pGL3-basic from mouse genomic DNA to generate *Rbm20*-P-Luc. The putative enhancer element (389 bp) was then cloned into *Rbm20*-P-Luc upstream of the promoter region. All cloned fragments were confirmed via Sanger sequencing.

Luciferase assays were performed from lysates of C2C12 myotubes (Andrews et al., 2010). In each reaction, 50 ng luciferase reporter and 150 ng expression vectors were transfected into C2C12 myoblasts in 24-well plates (50,000 cells per well) using X-tremeGENE 9 (Roche). Also, 5 ng modified pRL null plasmid (Hodge et al., 2019) was used as a transfection control. C2C12 myoblasts were transfected as previously described (Hodge et al., 2019). Luciferase activity was measured using the Promega Dual Luciferase assay system. *Firefly* luciferase activity was normalized to *Renilla* luciferase activity. Normalized luciferase activity for each transfection is plotted as average fold change relative to the pGEM empty vector control. Results were analyzed using a two-way ANOVA.

### Generation of RBM20-AAV and RBM20 rescue

Mouse *Rbm20* cDNA was cloned into pAAV-CMV with a C-terminal HA-tag and confirmed by Sanger sequencing. AAV was produced using transient transfection of HEK 293T cells and CsCl sedimentation by the University of Massachusetts Medical School Viral Vector Core as previously described (Sena-Esteves and Gao, 2020). Vector preparations were determined by ddPCR, and purity was assessed by SDS-PAGE and silver staining (Invitrogen). Expression of RBM20-HA was confirmed in C2C12 myoblasts via Western blot.

iMS*Bmal1*^fl/fl^ mice were treated with tamoxifen or vehicle as described above. Four weeks after treatment, mice were injected with AAV into the TA muscle. AAV was diluted in sterile PBS, then 1 × 10^12^ GC of RBM20-AAV or 0.5 × 10^12^ GC of GFP-AAV were injected evenly throughout the entire TA of anesthetized mice. Muscles were collected 4 weeks after AAV injection and flash-frozen in liquid nitrogen for protein analyses.

### Statistics

Statistical analyses were performed using GraphPad Prism and R. Student’s *t*-tests were used to compare two groups with *F*-tests to compare variance between groups. One-way ANOVA with Tukey’s post-hoc analysis was used to detect significant differences in experiments with three groups. Values are reported as mean ± SEM. Statistical differences in the average abundances of peptides in LC-MS data were determined from the individual values for each peptide. To account for differences in the intrinsic ionization efficiency of peptides, the normalized peptide abundance values were subjected to a natural log transformation to produce a normally distributed array of values. The peptide values within each region were compared by Student’s *t*-test. To adjust for multiple comparisons, a Bonferroni correction (0.05/2 = 0.025) was used to determine the threshold p-value of 0.025 for the two proximal Ig regions compared. Figures were created using a combination of GraphPad Prism, ggplot2, and karyoploteR packages within R, and Adobe Illustrator. *p<0.05, **p<0.01, ***p<0.005, ****p<0.0001.

## Data Availability

Sequencing data have been deposited in GEO under accession code: GSE189865. The following dataset was generated: RileyLA EsserKA 2021The Skeletal Muscle Molecular Clock Regulates Sarcomere Length Through Titin SplicingNCBI Gene Expression OmnibusGSE189865

# Supplementary material for: The skeletal muscle circadian clock regulates titin splicing through RBM20
**Source:** eLife. 2022 Sep 1;11:e76478. doi: 10.7554/eLife.76478

Figure 1-Source Data 1

1. Global *Bmal1* KO LV
2. TA iMS*Bmal1*<sup>+/+</sup> - M47
3. TA iMS*Bmal1*<sup>+/+</sup> - M90
4. TA iMS*Bmal1*<sup>+/+</sup> - M111
5. TA iMS*Bmal1*<sup>+/+</sup> - M114
6. TA iMS*Bmal1*<sup>-/-</sup> - M61
7. TA iMS*Bmal1*<sup>-/-</sup> - M62
8. TA iMS*Bmal1*<sup>-/-</sup> - M76
9. TA iMS*Bmal1*<sup>-/-</sup> - M77
- 10 - 13. Not relevant to this project.
14. WT LV
15. WT LV

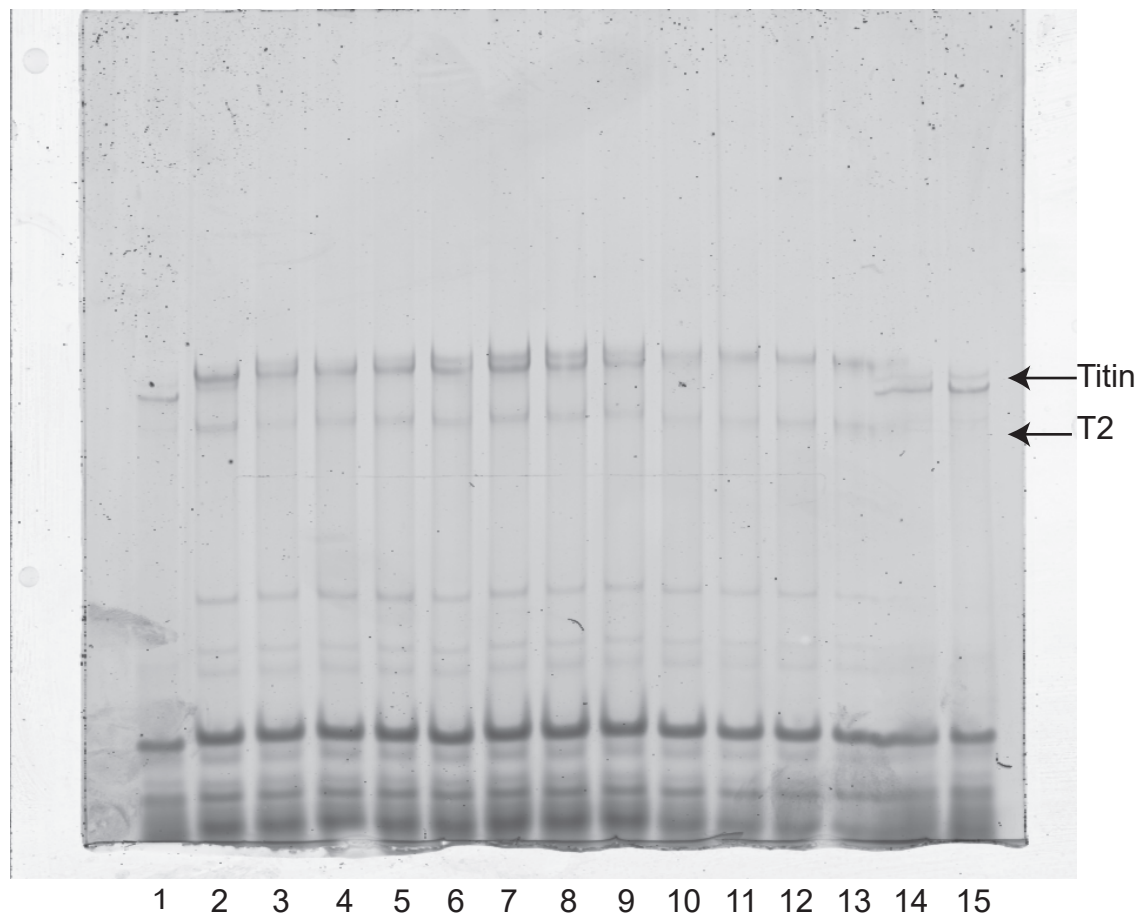

1. WT GTN
2. WT TA
3. WT GTN
4. WT LV
5. WT TA
6. EDL iMS*Bmal1*<sup>+/+</sup> - M1
7. EDL iMS*Bmal1*<sup>-/-</sup> - M7
8. TA iMS*Bmal1*<sup>-/-</sup> - M1
9. TA iMS*Bmal1*<sup>-/-</sup> - M7
- 10 - 13. Not relevant to this project.
14. WT LV
15. WT TA

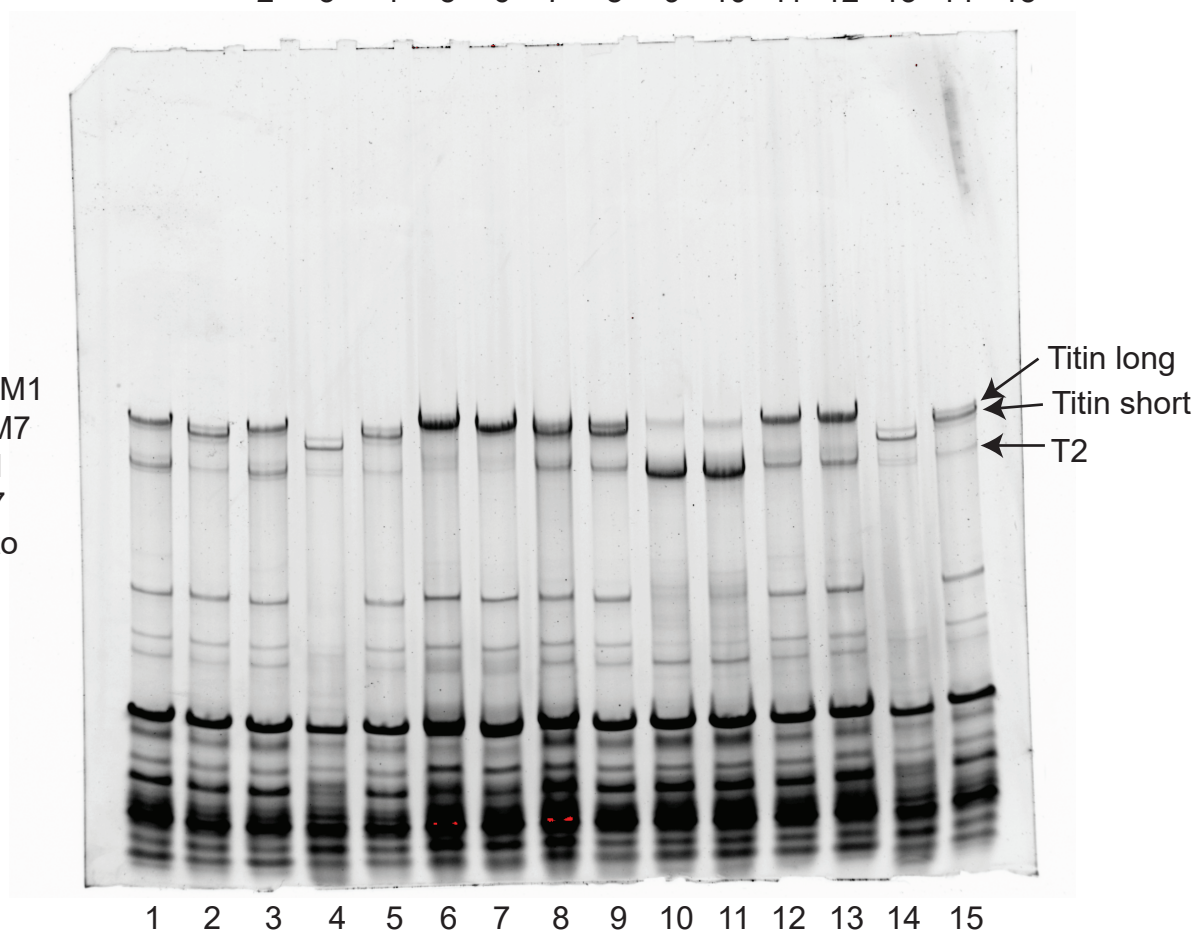

**Supplement:** Figure 1—source data 1.

# Supplementary material for: The skeletal muscle circadian clock regulates titin splicing through RBM20
**Source:** eLife. 2022 Sep 1;11:e76478. doi: 10.7554/eLife.76478

Figure 6 - Source Data 1

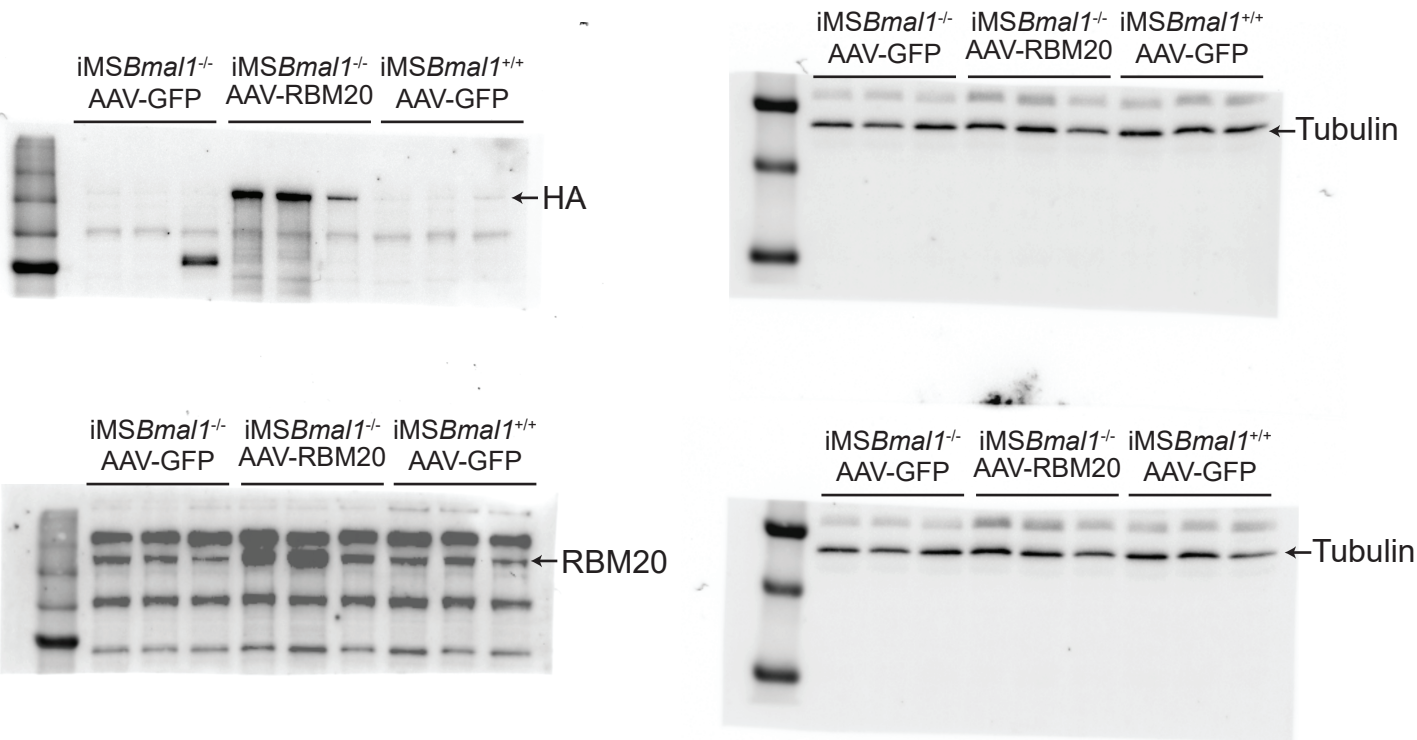

- 1, 447 L TAM Bmal1 HA
- 2, heart
- 3, 243 R VEH
- 4, 441 R TAM GFP
- 5, 262 L TAM Rbm20 HA
- 6, 238 R VEH
- 7, 443 R TAM GFP
- 8, 637 L TAM Rbm20 HA
- 9, 243 L VEH
- 10, 262 R TAM GFP
- 11, 639 L TAM Rbm20 HA
- 12, 259 L VEH
- 13, 249R TAM GFP
- 14, 249 L TAM Rbm20 HA
- 15, 441 L TAM Bmal1 HA

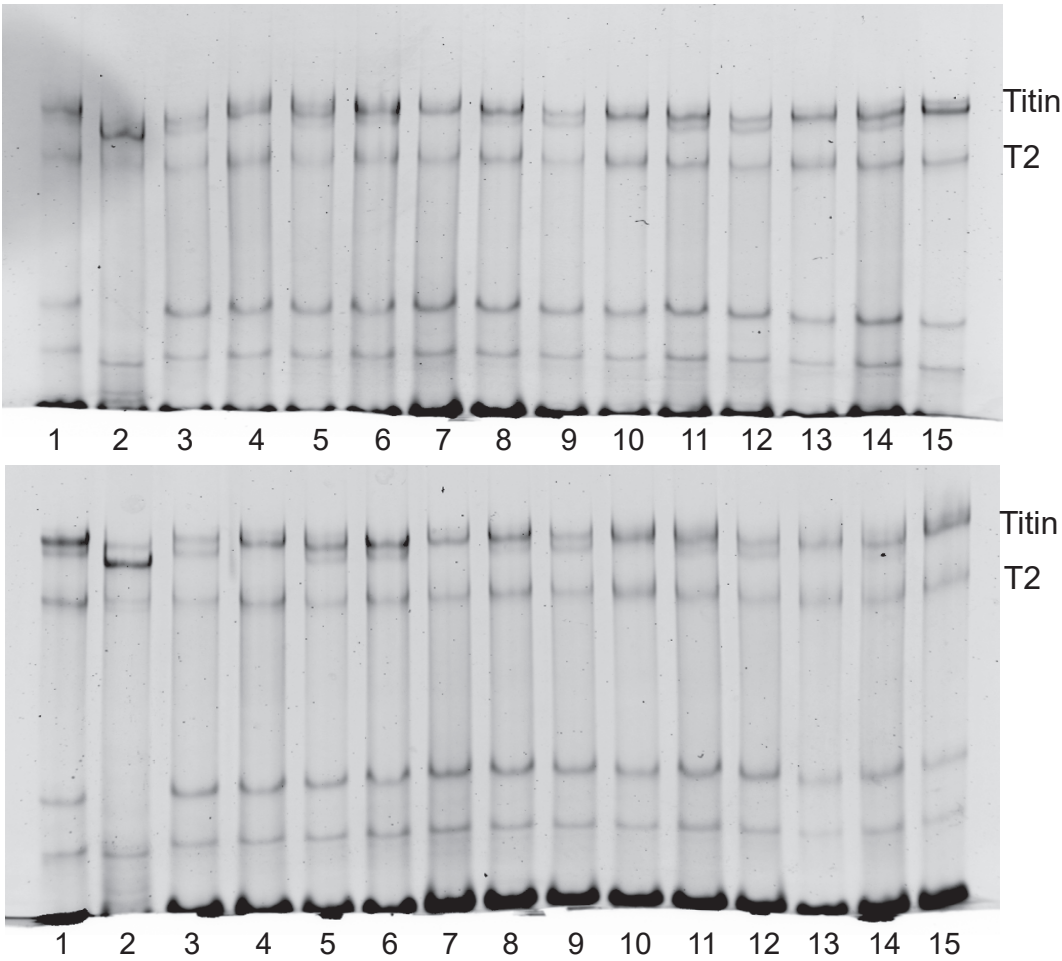

**Supplement:** Figure 6—source data 1. — Western blot of HA protein expression across groups (top-left). Western blot of γ-tubulin expression across groups (top-right). Western blot of RBM20 expression across groups (middle left). Western blot of γ-tubulin expression across groups (middle right). Rescue of RBM20 expression results in titin isoform ratio similar to isoform ratio in wildtype muscle (bottom).

How the deposited data were processed for this re-analysis (not part of the article)

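The data are RNA-seq libraries of TA muscle from 3 iMS*Bmal1*-/- and 3 iMS*Bmal1*+/+ mice, injected at 12 to 16 weeks of age with tamoxifen or vehicle and sampled 5 weeks later. The authors mapped the reads to mm10 with HISAT2 and counted them on genes with HTSeq. They deposited 1 table of raw counts, which are whole numbers without normalization. A second deposited table holds a normalized signal per gene, and in each library every value of it equals the raw count divided by 1 constant, which is the DESeq2 size factor that was also obtained here from the raw counts (from 0.828 to 1.26). The versions of the tools, the annotation release and the strand setting of HTSeq are not named in the paper's text. Each column was assigned to a mouse by its sample label, and 0 columns were left unassigned. The gene identifiers were matched to GENCODE mouse release 21 on GRCm38, the build that mm10 refers to, and 147 of the 52636 identifiers were not found there.

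The libraries held between 1616290 and 2716079 counts, and 5.05 to 6.79% of them lay on mitochondrial genes. A gene with 0 counts may have had up to 3. For genes at or under 3 counts in all libraries of a group, the other group is given relative to 3 counts, without counting error. The precision is lower for genes such as *Bmal1* and *Rpl26*, with at most 30 counts per library, than for *Ttn*, with at least 6856. The first dimension of a multidimensional scaling plot (29.2% of the variance) separated the genotypes. No batches of sequencing are given for these 6 libraries.

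Counts were normalized with TMM in edgeR 4.0.16 under R 4.3.3, genes were kept by edgeR's filter on low counts with the genotype as the group, and the genotypes were compared with the quasi-likelihood test, two-sided, at a Benjamini-Hochberg adjusted p under 0.05. Lists of genes were written down with the tests before the data were examined: genes of the circadian clock activated through E-boxes or regulated through RORE elements, splicing regulators, sarcomere genes, genes of glucose handling, fast and slow fibers, denervation, and genes typical of blood, adipocytes, macrophages, fibroblasts and nerve. Lists with at least 3 tested genes were tested as sets with camera in limma 3.58.1 (preset correlation 0.01), with fry and camera with an estimated correlation beside it. The genes named in the text were fixed by rule: those that the paper names or whose product it measured, the members of the clock lists, members of the splicing, sarcomere and glucose lists past the threshold, and the 5 genes with the largest increase and the 5 with the largest decrease past the threshold, with a mean of at least 1 CPM and no overlap between the groups. Genes that face the exons of listed genes on the opposite strand, or lie within introns of *Rbm20*, were added after the counts had been seen. Single values were compared with exact permutation tests, two-sided, for which 3 libraries against 3 give a p of at least 0.1. *Rbm20* was also divided by *Rpl26* within each library, as the paper did for its qRT-PCR.

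The alternatives were DESeq2 1.42.0 with its own size factors, no filter on low counts, a minimum of 10 counts in every library, upper-quartile normalization, the authors' normalized values with limma on log2(value + 1), the replicate number as a block, and leaving out each library in turn. The tests were tried on simulated data first, with counts drawn for the 6831 tested genes and 200 of them changed. The changed genes had log2 fold changes of at least 1 in size and were drawn without genes of low mean count. Smaller changes, and changes on genes with few counts, were not tried. edgeR recovered 87.0% of the changed genes with 6 false calls, DESeq2 recovered 83.0% with 3 false calls and limma 86.5% with 5, and each recovered 100% of the 4-fold changes.

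Titin peptides were taken from the authors' table of peak areas (Figure 1—source data 2), in which each peak area is divided by a constant for the mouse. For each of 6 iMS*Bmal1*-/- and 5 iMS*Bmal1*+/+ mice, the normalized abundances were averaged over the peptides of a group of exons, and the mice were compared by an exact permutation test over all 462 splits, two-sided. All listed peptides of a group of exons were used, without a cut on peak area. Exon coordinates were taken from Ttn-203. Python scripts used numpy 2.4.6 and scipy 1.17.1. Percent spliced in was not analysed here, since the tables give 1 value per gene, and neither was the other RNA-seq experiment of the paper.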

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

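The comparison of the genotypes and the set tests of the sarcomere and fast fiber lists were set before the data were examined. The genes that face E-box targets were picked after the layout of the counts had been seen, so no test on them was set beforehand. The other tests in this part were chosen after the values had been seen. The signals below are in gene counts that the paper does not report on.

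Most counts, 89.0%, lie on genes that face exons of another gene, and these genes are 16.7% of all genes. Both genes of a pair are among these, so this share does not tell which side holds the reads. If reads had been counted without regard to strand, muscle genes would keep the reads outside the overlap and have more counts than the genes that face them, but 12 of 15 had fewer. If the libraries held antisense transcripts beside the usual mRNAs, the mRNAs of the mitochondrial plus strand would keep a large share, but their 12 genes hold 1.67% of all counts, most of it on *mt-Nd5*, which overlaps *mt-Nd6*. A candidate explanation is that reads were counted on the strand opposite to their transcript. In that case *mt-Co1* should have far fewer counts than *mt-Nd6*, and it had 0.926% of them. Under this hypothesis, counts of a gene such as *Ttn* or *Rbm20* come from the small share of reads that fall on the other strand, and counts of the facing gene come from the mRNA. Apart from antisense transcription, no biological explanation was tested for the layout, which was shared by both genotypes.

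The number of genes that differ between the genotypes was 125. Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as many, and the others gave between 0 and 2. With 10 splits, a share under 0.1 cannot be had, so that this count alone does not decide about chance. A difference in library size is argued against by totals that overlap between the genotypes, with a median in iMS*Bmal1*-/- at 98.9% of that in iMS*Bmal1*+/+. Sequencing batch and the tamoxifen itself stay open and were not tested. The genotype is the biological explanation that the design gives.

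Genes that face E-box targets of the clock fell, with a mean log2 fold change of -0.97 over 5 tested genes, each of them lower in iMS*Bmal1*-/- muscle (adjusted p = 3.37e-07 from camera in limma, over 4 such sets). The set also had a p under 0.05 with fry and with an estimated correlation (0.00139 and 0.0490). These 2 values are not adjusted over the 4 sets, and the second lies close to 0.05. A shift of all facing genes would place them below the other tested genes by a similar size, but the median of 3865 facing genes differed from that of the other 2966 by -0.0278 (bootstrap standard error 0.0109), a difference that normalization by a common factor cannot move. If a library of each genotype had been swapped by a mislabelling, a split that swaps them back should give more changed genes than the labels do, but the 9 such splits gave at most 2. A single mislabelled library should lie with the other genotype on the first dimension of the multidimensional scaling plot, which is drawn without the labels, but 0 of the 6 libraries did, which argues against it as far as this dimension follows the genotype. In 1 of the 10 splits, the real one, the camera p was as small, and the smallest in another split was 0.00329. As above, 10 splits alone cannot decide about chance. By edgeR, *Sphk2*, *0610040F04Rik* and *Thra* were past the threshold over all genes tested and under each of their 12 alternatives, which argues against chance for these 3 genes, while *Gm43909* and *D930015M05Rik* were not past it and their genotypes overlapped. Read with the opposite-strand hypothesis, the fall may reflect lower *Dbp*, *Nr1d1* and *Bhlhe40* mRNA without BMAL1, while *Nr1d1* counts on its own strand rose (log2 fold change 0.58). This remains a hypothesis, with -0.97 found and tested on the same libraries.

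Counts were higher on sarcomere genes (mean log2 fold change 0.30, 27 of 30 genes higher, camera adjusted p = 1.40e-05) and on fast fiber genes (0.47, 10 of 10 higher, camera adjusted p = 1.15e-05). Under fry the fast fiber set kept a p under 0.05 (0.0234) and the sarcomere set did not (0.0971). With an estimated correlation neither set did (0.115 and 0.230). These p-values are not adjusted over the sets. Over all genes tested, 1 sarcomere gene (*Mylpf*) and 2 fast fiber genes (*Mylpf* and *Pvalb*) were past the threshold, and adjusted over the list alone these were 15 and 9. The camera p was as small in 2 of the 10 splits for the sarcomere set, where another split gave 7.17e-10, and in 1 of the 10 for the fast fiber set. If the facing genes hold the reads of the mRNA, higher mRNA should raise them by as much. Of 14 pairs tested on both sides, the facing gene held more counts in 11, and in each of these the log2 fold change of the muscle gene was above that of the facing gene, by 0.40 ± 0.15 (SD) on average, although *Mybpc1* itself was lower (-0.18). As a mean over the 11 pairs, this argues against higher mRNA as the whole cause. For *Myh2* it stays open, since the facing gene *9430073C21Rik* rose nearly as much (0.51 beside 0.58). In the other 3 pairs the facing gene had at most 125 counts over all libraries, and for *Myom1* and *Neb* its log2 fold change was the larger one. What this comparison was expected to show was reworded after its result had been seen. Another candidate explanation is a larger share of reads on the wrong strand in the iMS*Bmal1*-/- libraries. Over 316 pairs of facing genes without sarcomere and fast fiber genes, the smaller side held 1.13 ± 0.118% (SD, n = 3) of the larger side in iMS*Bmal1*+/+ and 1.38 ± 0.135% (SD, n = 3) in iMS*Bmal1*-/- libraries, a log2 ratio of 0.28 (exact permutation test, p = 0.2). The genotypes overlapped, so this stays open and cannot be told apart from a change in the muscle. These pairs, with at least 20 times more counts on the larger side and at least 1000 counts there, were the last of 3 definitions tried after the counts had been seen. The earlier ones, which kept sarcomere and fast fiber genes, gave a ratio of similar size with overlapping genotypes. With the median over pairs in place of the sum, the genotypes did not overlap.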

How the results depend on the processing

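Across 50 results, 562 of 610 values under an alternative kept the direction and the side of the threshold, and 33 results did so under every alternative that gave a value. Among these were *Ttn* (log2 fold change from 0.25 to 0.46), the genes that face E-box targets as a set (from -1.06 to -0.84), *Sphk2* (from -1.88 to -1.70), the sarcomere set (from 0.22 to 0.40), the fast fiber set (from 0.38 to 0.56) and the titin peptides of exons 52–69, found in iMS*Bmal1*-/- muscle only. For the sets this covers camera with its preset correlation, while fry and an estimated correlation, which are not among the 610 values, put the sarcomere set, and the estimated correlation also the fast fiber set, on the other side of 0.05. Alternatives for the facing genes were chosen after seeing the data.

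The number of changed genes was 117 with DESeq2, 121 with upper-quartile normalization, 122 with the authors' normalized values and 109 with at least 10 counts in every library. Without a filter on low counts it was 219 (83 higher and 136 lower) over 23095 tested genes, of which 124 were among the 125. Leaving out 1 library gave 60 to 109 genes, 26 to 54 higher and 32 to 61 lower. The smallest numbers came without iMS*Bmal1*-/- replicate 2 (60) and replicate 1 (66), with fewer libraries in the fit. Without either of these libraries, 0 clock genes were past the threshold in place of 1, so that the number ranged from 0 to 1, and without the others it stayed at 1.

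The replicate numbers do not pair the samples: deviations from the group means correlated at -0.04, -0.02 and -0.03 within the numbers. With the replicate number as a block, 220 genes were called (101 higher and 119 lower), all 125 among them. The cause was not tested.

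With CPM in place of *Rpl26*, the change of *Rbm20* reversed, from -20.6 to 19.5%, because *Rpl26* itself rose, from 7.81 to 11.8 CPM, by more than *Rbm20* did. Neither was past the threshold. With 1 library left out, signs changed for *Rbm20* (log2 fold change from -0.0858 without iMS*Bmal1*+/+ replicate 1 to 0.48), *Clock* (from -0.37 to 0.11), *Myod1* (from -0.14 to 0.56), the fibroblast set (from -0.28 to 0.50) and the genes that face sarcomere and fast fiber genes (from -0.0536 to 0.0473). The ratio of *Rbm20* to *Rpl26* fell by 37.0% without iMS*Bmal1*+/+ replicate 1 and by 1.55% without iMS*Bmal1*+/+ replicate 3. All of these values have few counts or lie near 0, and none was past the threshold. The last of these sets was past it at -0.14 with at least 10 counts in every library (camera adjusted p = 0.0451, from 0.0451 to 0.706 over its alternatives). Of log2 fold changes of single genes under an alternative, 17 changed: 11 became stronger, 2 weaker and 4 reversed.

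The peptides of exons 70–79 (18.2% higher in iMS*Bmal1*-/- muscle) moved past 0.05 with the median of peptides within a mouse (22.1%) and with the peptide as the replicate (18.0%). Leaving out 1 mouse gave 12.2 to 23.7%, and 23.7% without mouse 051 was past 0.05. They also did so when divided by the mean of the listed peptides from exon 256 on (20.6%) or from the earlier exon that the table's heading names (20.8%), divisors chosen after seeing the data. With raw peak areas they were 8.13% higher (p = 0.530 by the exact permutation test), and those of exons 80–88 were 4.23% higher (p = 0.786 by the same exact test). The peptides of exons 80–88 (13.8%) moved past 0.05 with the median (17.02%) and without mouse 051 (19.1%), over a range of 9.45 to 19.1% with 1 mouse left out. For exons 112–217 (29.0%) raw peak areas gave 20.0%, no longer past 0.05. With 1 mouse left out the difference ranged from 24.8 to 36.3%. The p was 0.0524 without iMS*Bmal1*+/+ mouse 345, 346 or 556 and 0.0476 without iMS*Bmal1*+/+ mouse 344 or 554 (exact permutation tests). The cause was not tested for any of these settings.

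Several alternatives gave no value. *Bmal1* had too few counts for a test with the filter, and only 1 gene regulated through RORE elements was tested, so neither has a fit to compare. A reference of *Rpl26*, *Tubg1* and *Actb* was not run because *Tubg1* had 0 counts in 2 libraries. The natural log, pairing over peptides and the restriction to peptides found in all 11 mice gave none for exons 52–69, which were not detected in iMS*Bmal1*+/+ muscle. A minimum of 10 counts in every library removed genes named for a large change. Of the 18 listed clock genes, 12 did not pass the filter on low counts.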

Differences from the paper's values

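The paper's value for the reduction of *Rbm20* mRNA in iMS*Bmal1*-/- muscle, from qRT-PCR in TA muscle relative to *Rpl26*, is 34%. In the RNA-seq libraries the counts of *Rbm20* relative to those of *Rpl26* gave a reduction of 20.6% (1.82 ± 0.852 in iMS*Bmal1*+/+ and 1.45 ± 0.159 in iMS*Bmal1*-/-, SD, n = 3 each; exact permutation test, p = 0.5), from 14 to 48 counts on *Rbm20* and 16 to 30 on *Rpl26* per library. Among the alternatives set before the data were examined, the reduction came within 1.5 times the paper's without iMS*Bmal1*+/+ replicate 1 (37.0%) and without iMS*Bmal1*-/- replicate 1 (24.0%). It did not with the authors' normalized values (20.6%), with sign flips within replicate numbers (20.6%), without iMS*Bmal1*+/+ replicates 2 (15.0%) or 3 (1.55%) or without iMS*Bmal1*-/- replicates 2 (22.1%) or 3 (15.7%). With CPM as the reference the sign differed, with 19.5% more in iMS*Bmal1*-/- muscle, since the counts of *Rpl26* rose by more than those of *Rbm20*.

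The paper's depth per sample is more than 45 M reads, and the median of the reads counted on genes was 2.08 M per library. These are different measures, of sequenced and of counted reads, and no alternative bears on them.

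The paper reports a greater abundance of the peptides of exons 70–79 and of exons 80–88 in iMS*Bmal1*-/- muscle, at a p under 0.05. The differences of 18.2 and 13.8% lie near the paper's 18 and 16%, but with the mouse as the replicate their exact permutation p-values were 0.0584 and 0.115. The paper left out peptides with low peak areas in control muscle and compared log-transformed values of single peptides. Here all listed peptides were used without such a cut, so these p-values do not repeat the paper's test. Whether peptides with low peak areas account for the larger p-values was not tested. For exons 70–79, the settings past 0.05 were the median of peptides within a mouse, the peptide as the replicate, the fit without iMS*Bmal1*-/- mouse 051, and the 2 divisors chosen after seeing the values. For exons 80–88 they were the median of peptides within a mouse and the fit without iMS*Bmal1*-/- mouse 051, while the peptide as the replicate gave a permutation p of 0.217. With raw peak areas the differences were 8.13 and 4.23%.

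The paper states that *Rbm20* mRNA falls in iMS*Bmal1*-/- muscle. By edgeR, the log2 fold change of *Rbm20* was 0.23 (adjusted p = 0.848), and under none of the alternatives was it past the threshold. If reads were counted on the strand opposite to their transcript, the counts of *Rbm20* and *Rpl26* used here do not measure their mRNA, and the comparison with the paper's 34% is limited in the same way. Counts of the genes on the opposite strand within introns of *Rbm20* changed by -29.2% (exact permutation test, p = 0.2). The paper places the antisense sequence for exon 51 at the donor splice site. The match found here, AGGCGTATCCACC, is at the first 13 bases of exon 51, next to its acceptor splice site.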

Other observations

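The test of genes within introns was set before its result was seen, and the other comparisons in this part were made after the counts had been seen, apart from those on gene lists and peptides.

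The genes *Gm16299* (19: 53819354 to 53825128) and *Gm16298* lie on the opposite strand within introns of *Rbm20*. Together they had 261 ± 30.4 CPM (SD, n = 3) in iMS*Bmal1*+/+ and 185 ± 42.9 (SD, n = 3) in iMS*Bmal1*-/- muscle, a change of -29.2% (exact permutation test, p = 0.2), with 1 iMS*Bmal1*-/- library among the iMS*Bmal1*+/+ values. Singly, *Gm16299* had a log2 fold change of -0.49 (adjusted p = 0.131 from edgeR, from 0.00440 without iMS*Bmal1*-/- replicate 3 to 0.492 without iMS*Bmal1*-/- replicate 2 over its alternatives, past the threshold under 3 of the 12, among them the fit with no filter on low counts at 0.0140) and *Gm16298* of -0.54 (adjusted p = 0.321). The log2 fold change of *Gm16298* ranged from -0.75 without iMS*Bmal1*+/+ replicate 2 to -0.25 without iMS*Bmal1*+/+ replicate 1. One hypothesis is that the counts of these genes come from unspliced *Rbm20* RNA, counted on the other strand. If all iMS*Bmal1*-/- libraries held less unspliced RNA, genes within introns of other genes should fall as well. Their median log2 fold change was -0.0658 over 907 tested genes, beside -0.00087 over all tested genes. This median lay in that direction but was far smaller than the changes of *Gm16299* and *Gm16298*. Its spread was not computed, so that a small fall of such genes stays open. Lower *Rbm20* transcription is a candidate explanation that stays open, since only *Gm16299* was past the threshold, and under some alternatives only.

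Among the 10 genes with the largest changes, neighbours occur. *Gm8675* and *Stard13* lie 28208 bp apart on the minus strand of chromosome 5, and *Gm44787* and *Gm9964* lie 22285 bp apart on the minus strand of chromosome 11, and all 4 were higher in iMS*Bmal1*-/- muscle. *Uts2*, the largest decrease, lies on the plus strand 1841 bp from the end of the clock gene *Per3*, which is on the minus strand and had at most 3 counts per library, and it also lies within *Camta1* on the minus strand. *Wee1* overlaps *1600010M07Rik* and *Prss51* overlaps *Prss55*, each on the opposite strand. No explanation was tested for these neighbours.

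Counts of the other gene lists showed no set past the threshold. The splicing regulators had a mean log2 fold change of 0.05 over 12 tested genes (camera adjusted p = 0.715), with 0 genes past the threshold over all genes, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. Their mean was 0.30 without iMS*Bmal1*+/+ replicate 2 (adjusted p = 0.0618 from camera, from 0.0618 to 0.956 over the alternatives), 0.13 without iMS*Bmal1*-/- replicate 1, 0.08 without iMS*Bmal1*-/- replicate 2, 0.0232 without iMS*Bmal1*-/- replicate 3 and 0.00495 without iMS*Bmal1*+/+ replicate 1. Genes of glucose handling had a mean of 0.12 over 11 genes (0.0268 without iMS*Bmal1*-/- replicate 3), with 0 past the threshold, 1 adjusted over the list alone and 4 at an unadjusted p under 0.05. The fibroblast list had a mean of 0.11 over 3 tested genes of 7 (from -0.28 without iMS*Bmal1*-/- replicate 2 to 0.50 without iMS*Bmal1*+/+ replicate 2), with 0 at an unadjusted p under 0.05. The remaining lists had too few tested genes for a set test: 1 gene regulated through RORE elements (*Clock*), 2 of 10 slow fiber genes (*Mb* 0.28 and *Atp2a2* 0.01), 2 of 8 denervation genes (*Myh8* -1.70 and *Gadd45a* 0.66), *Alas2* (0.13) for blood, *Plin4* (-0.32) for adipocytes, *Csf1r* (-0.41) for macrophages, and 0 of 6 nerve genes. None of these genes was past the threshold over all genes tested. *Csf1r* was past it over its list alone, of which it is the only tested gene, and *Mb* and *Myh8* had an unadjusted p under 0.05 but were not past it over theirs. The value of *Myh8* rests on iMS*Bmal1*+/+ replicate 2, with 66 counts against at most 13 in the other libraries. Genes that face sarcomere and fast fiber genes had a mean of -0.02 over 17 tested genes (adjusted p = 0.349 from camera in limma; mean from -0.0536 without iMS*Bmal1*+/+ replicate 3 to 0.0473 without iMS*Bmal1*+/+ replicate 2), with 3 of them lower past the threshold (*Myhas* -0.60, *Gm48752* -0.56 and *Gm4814* -0.46).

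In the authors' peptide table, exons 52–69 are represented by 3 peptides, from exons 52, 57 and 64, found in 6 of 6 iMS*Bmal1*-/- and 0 of 5 iMS*Bmal1*+/+ mice. Their normalized abundance was 0.122 ± 0.0589 (SD, n = 6 iMS*Bmal1*-/- mice; exact permutation test, p = 0.00433), with the lowest value, 0.0188, in mouse 051. For exons 70–79, over 24 peptides, it was 0.429 ± 0.0672 (SD, n = 6) in iMS*Bmal1*-/- and 0.363 ± 0.0334 (SD, n = 5) in iMS*Bmal1*+/+ muscle, and 5 of 6 iMS*Bmal1*-/- mice lay above all iMS*Bmal1*+/+ mice. For exons 80–88, over 14 peptides, it was 0.456 ± 0.0637 (SD, n = 6) and 0.401 ± 0.0327 (SD, n = 5), with 3 of 6 iMS*Bmal1*-/- mice above all iMS*Bmal1*+/+ mice. For exons 112–217, over 12 peptides, iMS*Bmal1*-/- muscle was 29.0% higher (exact permutation test, p = 0.0325), with 5 of 6 iMS*Bmal1*-/- mice above all iMS*Bmal1*+/+ mice. With the peptide as the replicate, 24 of 24, 13 of 14 and 12 of 12 peptides were higher in iMS*Bmal1*-/- muscle for the 3 latter groups of exons. By Dixon's test for a single outlier, no mouse stood apart in the 7 groups of mice and exons with differing values. That test takes each group alone and has little power with 5 or 6 mice. Mouse 051 was the lowest iMS*Bmal1*-/- mouse for every group of exons, at 0.330 for exons 70–79, 0.351 for exons 80–88 and 0.316 for exons 112–217. The legend of Figure 1E gives N = 3 per group, while the table holds 6 and 5 mice. The methods name exons 256–363 as the region for normalization, and the mean of the listed peptides of that region differed from the divisor used in the table by -50.9 to -25.4%, depending on the mouse.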
